# VEGF blockade enhances the antitumor effect of BRAF^V^ ^600E^ inhibition

**DOI:** 10.15252/emmm.201505774

**Published:** 2016-12-14

**Authors:** Valentina Comunanza, Davide Corà, Francesca Orso, Francesca Maria Consonni, Emanuele Middonti, Federica Di Nicolantonio, Anton Buzdin, Antonio Sica, Enzo Medico, Dario Sangiolo, Daniela Taverna, Federico Bussolino

**Keywords:** angiogenesis, drug resistance, extracellular matrix, myeloid infiltration, vascular normalization, Cancer, Skin, Vascular Biology & Angiogenesis

## Abstract

The development of resistance remains a major obstacle to long‐term disease control in cancer patients treated with targeted therapies. In BRAF‐mutant mouse models, we demonstrate that although targeted inhibition of either BRAF or VEGF initially suppresses the growth of BRAF‐mutant tumors, combined inhibition of both pathways results in apoptosis, long‐lasting tumor responses, reduction in lung colonization, and delayed onset of acquired resistance to the BRAF inhibitor PLX4720. As well as inducing tumor vascular normalization and ameliorating hypoxia, this approach induces remodeling of the extracellular matrix, infiltration of macrophages with an M1‐like phenotype, and reduction in cancer‐associated fibroblasts. At the molecular level, this therapeutic regimen results in a *de novo* transcriptional signature, which sustains and explains the observed efficacy with regard to cancer progression. Collectively, our findings offer new biological rationales for the management of clinical resistance to BRAF inhibitors based on the combination between BRAF^V^ ^600E^ inhibitors with anti‐angiogenic regimens.

## Introduction

Activating mutations in the BRAF oncogene occur in approximately 7% of human malignancies, including 50–60% of melanomas and 5–8% of colorectal cancers (CRCs) (Davies *et al*, 2002). BRAF mutations are associated with adverse clinical outcomes in melanoma, thyroid carcinoma, non‐small‐cell lung cancer, and CRC (Cantwell‐Dorris *et al*, 2011). The most frequent BRAF mutation (V600E) (Halilovic & Solit, 2008) affects the kinase domain, leading to constitutive activation of the protein. Oncogenic BRAF induces downstream phosphorylation of MEK and ERK, which in turn triggers cell autonomous proliferation even in the absence of extracellular growth factors (Davies *et al*, 2002).

Specific inhibitors of BRAF^V600E^, including vemurafenib and dabrafenib, have been approved for treating BRAF‐mutant metastatic melanomas (Bollag *et al*, 2010; Flaherty *et al*, 2012; Hauschild *et al*, 2012). Although these drugs show remarkable clinical efficacy and improve overall survival, almost all patients develop resistance and subsequently relapse (Bollag *et al*, 2010; Flaherty *et al*, 2012). A combination of BRAF and MEK inhibition further improves time to progression and overall survival in patients with metastatic melanomas when compared with single‐agent BRAF inhibition (Paraiso *et al*, 2010). It is likely that the limited efficacy of combinations targeting a single oncogenic pathway is due to the plasticity and ability of cancer cells to circumvent such a blockade.

Additional strategies must be exploited to increase the efficacy of BRAF^V600E^ inhibitors and circumvent or delay the onset of resistance. Several studies on the effects of BRAF^V600E^ inhibitors on the cellular transcriptional landscape have envisaged new, attractive preclinical combinations with molecules affecting specific processes, including glucose metabolism (Parmenter *et al*, 2014), the immune response (Hu‐Lieskovan *et al*, 2014), and autophagy (Goodall *et al*, 2014), to improve the antitumor effects of BRAF^V600E^ inhibitors.

In physiological angiogenesis, the effects of pro‐angiogenic molecules are counterbalanced by those of endogenous inhibitors. During tumor angiogenesis, this balance is tipped in favor of new vessel formation. However, the resulting vessels are highly abnormal both structurally and functionally. This balance could be restored by removing the excess of VEGF‐A (VEGF) or by blocking VEGF signaling, which would induce pruning of abnormal vessels, resulting in vascular normalization characterized by improved perfusion and alleviation of hypoxia. Hence, strategies that favor vascular normalization could improve the efficacy of cancer therapies (Jain, 2014).

We and others have previously demonstrated that BRAF^V600E^ triggers an angiogenic response by modifying the expression profile of angiogenic inducers (Durante *et al*, 2011; Bottos *et al*, 2012; Sadow *et al*, 2014). Thus, enhanced angiogenesis and tumor–stroma cross‐talk may represent an additional therapeutic target in the context of BRAF^V600E^‐driven tumors. We reported that BRAF^V600E^ inhibition by the vemurafenib analog PLX4720 in xenografts did not reduce the number of tumor capillaries but instead favored vascular normalization (Bottos *et al*, 2012).

Based on this premise, we hypothesized that BRAF‐targeted inhibitors could cooperate with anti‐angiogenic regimens in the treatment of BRAF‐mutant tumors. Specifically, in this work, we investigated the combined effects of PLX4720 and bevacizumab, an anti‐VEGF humanized monoclonal antibody, in xenograft models of melanoma and CRC. We report that this dual treatment induces a new genetic program that regulates myeloid cell recruitment and extracellular matrix remodeling and is more efficient than either single agent for controlling tumor growth and the onset of resistance.

## Results

### Dual BRAF^V600E^ and VEGF targeting provides a combinatorial benefit against BRAF^V600E^ mutants tumor growth *in vivo*

Cohorts of CD1‐immunocompromised mice bearing A375 BRAF^V600E^‐mutant melanoma xenografts were treated with PLX4720, bevacizumab, or a combination of both (COMBO). PLX4720 or bevacizumab alone caused a clear delay in tumor growth, resulting in a 45% or 56% reduction in tumor volume, respectively, compared with vehicle alone. However, neither single treatment induced a regression of initial tumor size. Concurrent administration of the two drugs at the same doses increased antitumor activity, with 88% reduction in tumor volume compared to vehicle and shrinking by 58% the initial tumor size (Fig 1A). Similar results were obtained by treating CRC COLO205 xenografts. PLX4720, bevacizumab, and COMBO, respectively, inhibited of 61, 57, and 80% tumor growth (Fig 1B). These data indicate that bevacizumab improves the efficacy of the therapeutic inhibition of the oncogenic driver BRAF^V600E^.

**Figure 1:**
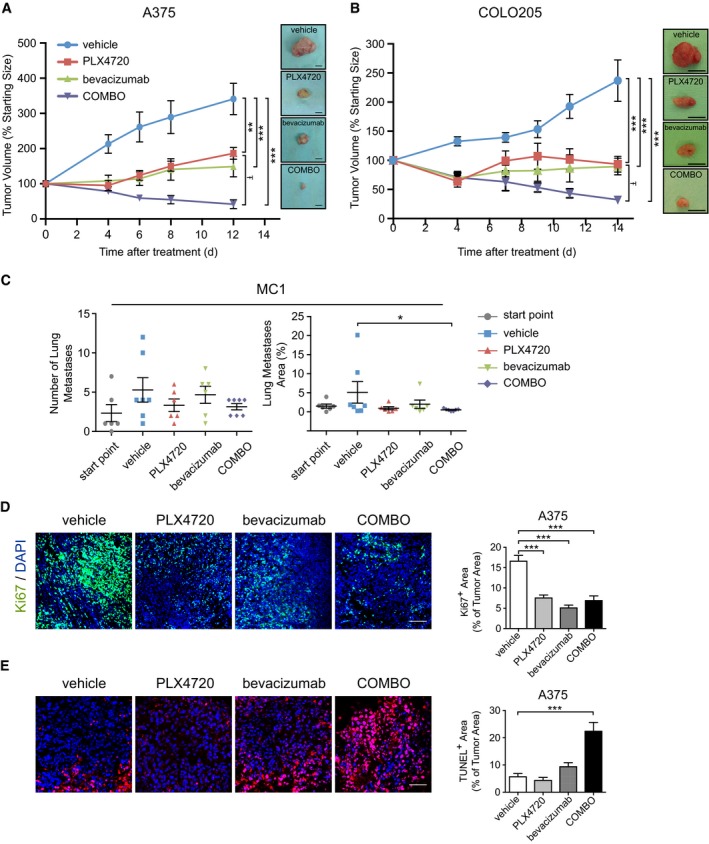
Effect of the combination of PLX4720 and bevacizumab on the growth of A375, COLO205, and MC‐1 cells harboring BRAF^V^ ^600E^ transplanted in athymic nude mice Mice bearing established A375 were treated with vehicle (*n* = 7), PLX4720 (*n* = 5); bevacizumab (*n* = 7) or COMBO (*n* = 5). Tumor growth is expressed as % change of the initial tumor. **P < 0.01, ***P < 0.001 versus vehicle (PLX4720 *P* = 0.0049; bevacizumab *P* = 0.0003; COMBO *P* = 4.86E‐06), ^Ŧ^ *P* = 0.015 compared to PLX4720.Mice bearing established COLO205 were treated with vehicle (*n* = 7), PLX4720 (*n* = 8); bevacizumab (*n* = 7) or COMBO (*n* = 8). Tumor growth is expressed as % change of the initial tumor. ***P < 0.001 versus vehicle (PLX4720 *P* = 2.75E‐05; bevacizumab *P* = 2.96E‐05; COMBO *P* = 2.13E‐07), ^Ŧ^ *P* = 0.039 compared to PLX4720.Melanoma MC‐1 cells (5 × 10^5^) were injected into the tail vein of CD1 mice. Lung colonization was assayed by HE staining and calculating the number of nodules and their total area normalized per the total area of the lungs. The mice analyzed were as follows: start point, *n* = 6; vehicle, *n* = 7; PLX4720, *n* = 6; bevacizumab, *n* = 6; COMBO, *n* = 7. *P = 0.031 versus vehicle.Representative images of tumor cell proliferation determined by immunofluorescence Ki67 staining in A375 xenografts treated as indicated. Bar graphs indicate the Ki67^+^ area/tumor area (*n* = 4 tumors). ***P < 0.001 versus vehicle (PLX4720 *P* = 2.83E‐08; bevacizumab *P* = 4.25E‐13; COMBO *P* = 6.16E‐08).Representative images of tumor cell apoptosis determined by immunofluorescence staining with TUNEL in A375 xenografts treated as indicated. Bar graphs indicate the TUNEL^+^ area/tumor area (*n* = 3 tumors). ***P = 2.07E‐10 versus vehicle.Data information: The scale bars represent 1 cm (A, B), 100 μm (D), and 50 μm (E). The results are given as the mean ± SEM. Significance was assessed by one‐way ANOVA test followed by *post hoc* pairwise analysis test (A–E).

Then, we evaluated the effect of PLX4720, bevacizumab, and COMBO on lung colonization of the MC‐1 cell line, which is an highly metastatic variant of A375 cells (Orso *et al*, 2016) (Fig 1C). Treatments were started 12 weeks after i.v. cell injection and maintained up to week 14. Lung staining by hematoxylin–eosin (HE) revealed that only COMBO treatment significantly reduced lung nodules area compared to controls (vehicle, 5.1 ± 1.4%; COMBO, 0.6 ± 0.1%).

To investigate the mechanism sustaining the observed tumor shrinkage, we measured cellular proliferation and apoptosis in A375 tumors. The number of proliferating cells did not differ significantly among the three treatment groups. Bevacizumab, PLX4720, and COMBO decreased Ki67 staining by 69, 55, and 58%, respectively, compared to controls (*n* = 4 tumors; Fig 1D). By contrast, only COMBO treatment induced a significant increase in apoptosis (22.4 ± 3.3%, *n* = 3 tumors) compared with vehicle (5.7 ± 1.2%, *n* = 3 tumors) as revealed by TUNEL staining; Fig 1E) and by the accumulation of caspase‐cleaved cytokeratin 18 fragment (Appendix Fig S1). These findings support that the antitumor activity observed with COMBO treatment depends on an apoptotic program rather than modification of tumor cell cycle.

### Dual BRAF^V600E^ and VEGF targeting promotes vascular normalization and improves tissue perfusion in BRAFV600E xenografts

We analyzed the vascular effects of bevacizumab and PLX4720 on A375 and COLO205 xenografts, by evaluating microvessel density (MVD) and microvascular area (MVA). In A375 tumors, MVD was reduced by 51% after bevacizumab treatment compared with the control (capillaries/mm^2^: control, 87.9 ± 3.5; bevacizumab, 42.7 ± 2.1). PLX4720 alone or associated with bevacizumab slightly reduced MVD (*n* = 5 tumors; Fig 2A). The treatment with PLX4720, bevacizumab, or COMBO resulted in a similar reduction in MVA compared with the control group (vehicle, 11398.3 ± 497.0 μm^2^; PLX4720, 7186.7 ± 522.3 μm^2^; bevacizumab, 5472.4 ± 423.5 μm^2^; COMBO 6881.1 ± 615.8 μm^2^) (*n* = 6 tumors; Fig 2A).

**Figure 2:**
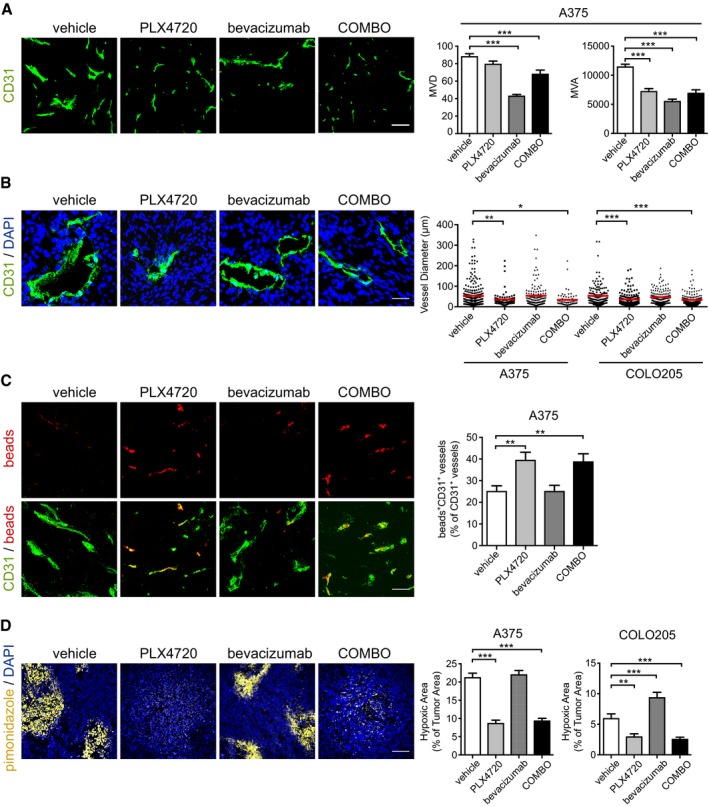
Vascular response of A375 and COLO205 xenograft tumors to PLX4720 and bevacizumab Representative images of vasculature stained by an anti‐CD31 antibody in A375 xenografts treated as indicated. Bar graphs indicate quantitative microvessel density (MVD) and microvessel area (MVA) analysis (*n* = 5 tumors). ***P < 0.001 versus vehicle (MVD: bevacizumab *P* = 5.94E‐25; COMBO *P* = 1.84E‐04) (MVA: PLX4720 *P* = 4.98E‐09; bevacizumab *P* = 1.16E‐19; COMBO *P* = 3.00E‐08).Representative images of vessel lumen in A375 xenografts treated as indicated. Bar graphs indicate the quantitative analysis of lumen diameters in A375 and COLO205 xenografts (*n* = 3 tumors). *P < 0.05, **P < 0.01, ***P < 0.001 versus vehicle (A375: PLX4720 *P* = 0.0078; COMBO *P* = 0.011) (COLO205: PLX4720 *P* = 2.01E‐06; COMBO *P* = 1.33E‐07).Representative images of perfusing fluorescent beads and their relationship with microvessels in A375 xenografts treated as indicated. Bar graphs indicate the % of CD31^+^ vessels co‐stained with fluorescent beads (*n* = 4 tumors). **P < 0.01 versus vehicle (PLX4720 *P* = 0.0031; COMBO *P* = 0.0033).Representative images of hypoxia marker pimonidazole in A375 xenografts treated as indicated. Bar graphs show the % of tumor hypoxic area in A375 and COLO205 xenografts (*n* = 5 tumors). **P < 0.01, ***P < 0.001 versus vehicle (A375: PLX4720 *P* = 6.94E‐12; COMBO *P* = 3.34E‐11) (COLO205: PLX4720 *P* = 0.0015; bevacizumab *P* = 0.0004; COMBO *P* = 0.0003).Data information: The scale bars represent 100 μm in (A, D) and 50 μm in (B, C). The results are given as the mean ± SEM. Significance was assessed by one‐way ANOVA test followed by *post hoc* pairwise analysis test.

The analysis of MVD and MVA in COLO205 xenografts (Appendix Fig S2A) showed a different effect, characterized by increased values of MVD and MVA following PLX4720 treatment, confirming previous observations (Bottos *et al*, 2012). On the contrary, bevacizumab and COMBO reduced both parameters in this model.

Then, we analyzed the vessel lumen diameter in both models. In A375 xenografts, the average vessel lumen diameter decreased from 52.7 ± 3.6 μm in vehicle‐treated tumors to 35.3 ± 3.7 μm and 33.6 ± 4.8 μm upon treatment with PLX4720 and COMBO, respectively (*n* = 3 tumors; Fig 2B). Similar results were observed in COLO205 (vehicle, 50.3 ± 3.2 μm; PLX4720, 35.5 ± 2.3 μm; COMBO, 33.6 ± 1.8 μm). Bevacizumab did not modify the lumen area compared with vehicle in both tumor types.

In spite of the cell line‐specific differences (Bottos *et al*, 2012), these data indicate that COMBO and PLX4720 influence vascular morphology by reducing vessel lumen areas as compared to bevacizumab and vehicle. This hypothesis was further investigated in the A375 xenografts. The vessel lumen was resolved and categorized into different groups (from < 100 μm^2^ to > 600 μm^2^). PLX4720 alone or in combination with bevacizumab increased the number of the smallest capillaries (surface < 100 μm^2^) and reduced the number of larger vessels (surface > 500 μm^2^; Appendix Fig S2B). None of the different therapeutic treatments modified the number of vessels with surface areas from 100 to 500 μm^2^.

These data indicate that BRAF inhibition and VEGF removal have distinct effects on vascular size and that the reduction in number of tumor capillaries induced by VEGF withdrawal is counteracted by BRAF^V600E^ inhibition, which influences capillary shape.

Modification of the vascular area is a component of vascular normalization upon treatment with anti‐angiogenic compounds (Jain, 2014). A specific hallmark of this process is the improvement of vascular perfusion, which was studied by the i.v. delivery of orange fluorescent microspheres. PLX4720 or COMBO increased vascular perfusion in A375 xenografts compared with treatment with vehicle or bevacizumab (Fig 2C). As expected, PLX4720 treatment restored tissue oxygenation in this model (Fig 2D) as well in COLO205 xenografts in agreement with our earlier report (Bottos *et al*, 2012). Interestingly, this positive effect was maintained when bevacizumab was combined with PLX4720. Since normalization process may include improvement of pericyte coverage, we assessed the presence of pericytes surrounding capillaries using the specific NG2 marker. We observed that none of the treatments modified pericyte coverage compared with untreated tumors in A375 xenografts (Appendix Fig S2C).

Consistent with our previous study (Bottos *et al*, 2012), we confirmed that PLX4720‐mediated BRAF^V600E^ inhibition changed the architecture and functionality of vessels and abrogated tumor hypoxia. Although bevacizumab reduced blood perfusion, its association with PLX4720 did not.

Furthermore, the lack of any evident combinatorial effects between bevacizumab and PLX4720 on tumor vessels, and on the amount of murine VEGF detected in the xenografts (not shown), suggests that the enhanced antitumor activity observed with COMBO is likely independent of angiogenesis.

### Gene expression profiling highlights extracellular matrix remodeling and immunomodulation after dual BRAF^V600E^ and VEGF inhibition

In A375 xenografts, the stromal microenvironment is contributed by the mouse. Therefore, species‐specific analysis of gene expression can discriminate the effects of different therapeutic regimens on tumor (human) and stroma (mouse) compartment. Human and mouse microarrays were analyzed separately to determine the dynamic changes within each compartment of the xenograft upon treatment with PLX4720, bevacizumab, or COMBO. Of the 23,025 human genes that were above background, a supervised comparison (one‐way ANOVA with Benjamini–Hochberg (BJ) false discovery rate (FDR) correction) among the four treatment arms revealed a set of 68 differentially modulated genes (Appendix Fig S3A).

Sample clustering analysis based on these 68 genes highlighted minor variations in bevacizumab‐treated samples with respect to vehicle and a strong and concordant transcriptional shift in PLX4720‐ and COMBO‐treated samples. A comparison between each treatment arm and the vehicle group by LIMMA (Smyth, 2005) defined a subset of 340 genes modulated by PLX4720 alone (145 up‐regulated and 195 down‐regulated), 201 genes modulated by COMBO (152 up‐regulated and 49 down‐regulated), and only four genes modulated by bevacizumab alone (two up‐regulated and two down‐regulated).

The Venn diagrams in Fig 3A illustrate the overlapping subsets of modulated genes, and the volcano plots (Appendix Fig S3B) show the changes in the log_2_‐fold change and *P*‐values for all genes in the three separate comparisons with respect to vehicle. DAVID was used to identify the biological functions enriched in the different treatments in human A375 melanoma cells, considering up‐ and down‐regulated genes separately (significant *P*‐value < 0.05 after BJ FDR method; Appendix Fig S3C). Genes that were down‐regulated in PLX4720 or COMBO groups were highly enriched in gene sets involved in “oxygen levels” and “response to hypoxia”. This result is consistent with the observation that tumors are less hypoxic after treatment with PLX4720 or COMBO. Genes that were up‐regulated in the PLX4720 and COMBO groups showed enrichment in the Gene Ontology (GO) categories of “immune response”, “defense responses”, and “inflammatory response”. Interestingly, in the GO categories related to immune and inflammatory responses, we identified a cluster of cytokine and chemokine genes. Genes involved in extracellular matrix (ECM) organization, extracellular structure organization, biological adhesion, and cell adhesion were only modulated by treatment with PLX4720 alone (Appendix Tables S1 and S2). Taken together, these analyses indicate highly but not completely overlapping functional processes triggered by PLX4720 and COMBO in the human cell compartment of the tumor. This model does not indicate a significant direct functional signature for bevacizumab treatment on the human cell compartment.

**Figure 3:**
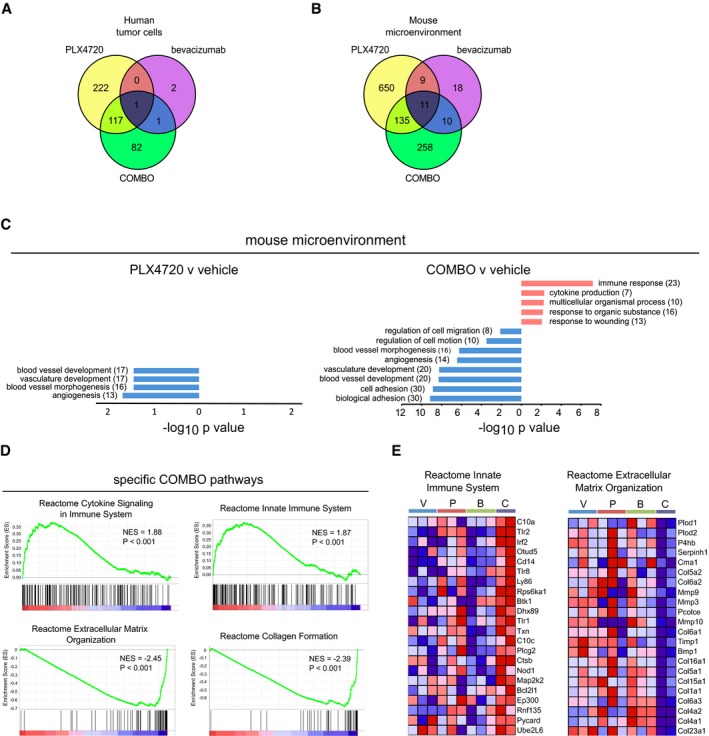
Transcriptional profiling in A375 xenografts in response to PLX4720, bevacizumab, and COMBO Venn diagram showing the overlapping subsets of modulated human genes (fold change |log_2_| ≥ 1, *P*‐value < 0.01) in the PLX4720, bevacizumab, and COMBO treatments versus vehicle.Venn diagram showing the overlapping subsets of modulated murine genes (fold change |log_2_| ≥ 1, *P*‐value < 0.01) in the PLX4720, bevacizumab, and COMBO treatments versus vehicle.Summary of the functional categories of mouse genes significantly enriched in response to PLX4720 and COMBO. GO analyses were performed individually on down‐ or up‐regulated genes using DAVID tool (biological process). GO terms are ranked by *P*‐value corrected by BH method, and the number of genes is indicated. For a complete list of significantly enriched GO groups see Appendix Tables S3 and S4.GSEA enrichment plots for “Reactome Cytokine Signaling in Immune System” and “Reactome Innate Immune System” (upper panels) and “Reactome Extracellular Matrix Organization” and “Reactome Collagen Formation” (lower panels) highlight significant enrichment of the pathways relative to the immune response and a decreased expression of the pathways relative to extracellular matrix remodeling in COMBO‐treated tumors as compared to the other treatments (vehicle, PLX4720, bevacizumab).Heatmap representation of gene expression changes within the “Reactome Innate Immune System” (left panel) and “Reactome Extracellular Matrix Organization” (right panel) gene set. Genes in heatmaps are shown in rows, and samples are shown in columns. Expression level is represented as a gradient from high (red) to low (blue). V, P, B and C, respectively, indicate vehicle, PLX4720, bevacizumab, and COMBO.

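A375 is a human melanoma line with mutant BRAF, so a xenograft of it in a mouse holds human tumor cells beside mouse vessels, fibroblasts and immune cells, and the mouse arrays were read here for the host part. Tumors grew in CD1 athymic mice injected at 6 weeks of age. The paper gives a volume of 250 to 300 mm3 at the start of treatment and 2 weeks of treatment, while the sample labels give 150 to 200 mm3 and 12 days. PLX4720, an inhibitor of mutant BRAF, was given daily by mouth at 60 mg/kg, and bevacizumab, an antibody to VEGF-A, was injected at 10 mg/kg 3 times a week. COMBO mice received both drugs, and control mice the vehicles. From each sample, 300 ng of total RNA were amplified and labeled. The 11 arrays, 3 for vehicle, 3 for PLX4720, 3 for bevacizumab and 2 for COMBO, are biological replicates on the MouseWG-6 bead chip. The authors deposited the signal of 45281 probes per array with a detection p-value for each, and the same signal after cubic spline normalization. Here the non-normalized signal was corrected for background and quantile-normalized with neqc of limma, and put on the log2 scale. Of 19392 probes with a detection p under 0.05 on at least 1 array, 16217 carry a single gene symbol, and the probe with the largest mean per gene gave 10933 genes. All groups were fitted together in limma, so that the 2 COMBO arrays share the spread of the other groups, and p-values were adjusted by the Benjamini-Hochberg method. For a gene that no array of a group detected, the fold is given as "at least", with the group's signal raised to the lowest detected signal of each array. Between 13049 and 15130 probes were detected on the PLX4720 arrays and between 10115 and 12315 on the other 8 arrays, and the number of arrays limits the precision of every value. Genes of skeletal muscle were not evenly spread over the arrays. The mean of 18 such genes, among them Acta1 (muscle actin) and Myl1 (a myosin light chain), lay 6.792 above the mean of the vehicle arrays on the log2 scale in PLX4720 replicate 1, 4.197 above it in COMBO replicate 1 and 3.585 above it in bevacizumab replicate 2.

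**Figure D1:**
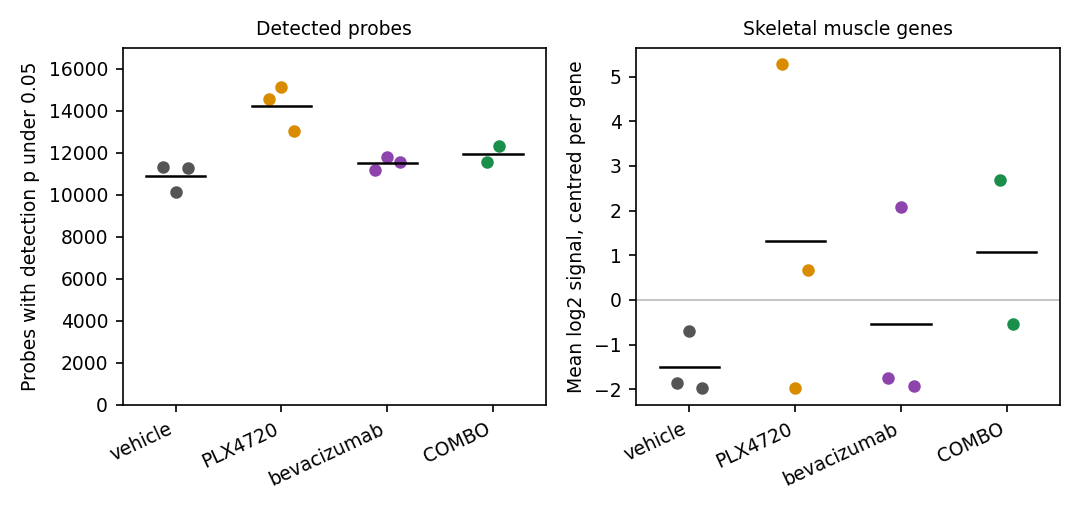
Detected probes per array (left, number with a detection p under 0.05) and mean log2 signal of the skeletal muscle genes per array, centered per gene over the 11 arrays (right), with 1 point per array and a line at each group's mean. PLX4720 arrays reach 15130 detected probes, and the muscle genes are highest in PLX4720 replicate 1 at 5.28.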

To further characterize the effects of COMBO on the microenvironment of A375 xenografts, we performed mouse‐specific gene expression profiling. Of the 14,533 mouse genes that were above background, ANOVA highlighted a larger number of stromal mouse genes that were significantly altered in the four treatment arms compared to the human arrays (*n* = 806, one‐way ANOVA after BJ FDR correction). In this case, sample cluster analysis highlighted expression similarities between the vehicle and bevacizumab groups and between the PLX4720 and COMBO groups, with PLX4720 and COMBO inducing a substantially wider gene modulation (Appendix Fig S4A). 

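Among 10933 genes tested, 1128 differed between the 4 groups at an adjusted p under 0.1 in limma's F test, and 480 at an adjusted p under 0.05. Kiss1, the precursor of the kisspeptins, had a mean log2 signal of 9.99 ± 1.19 (SD, n = 3) with vehicle, 5.16 ± 0.20 (SD, n = 3) with PLX4720, 10.97 ± 0.32 (SD, n = 3) with bevacizumab and 5.46 ± 0.03 (SD, n = 2) with COMBO, and was detected on no PLX4720 or COMBO array (adjusted p = 0.000341 for the 4 groups). Arg1, the arginase of alternatively activated macrophages, had 11.82 ± 0.18 (SD, n = 3) with vehicle, 7.92 ± 0.77 (SD, n = 3) with PLX4720, 11.90 ± 0.36 (SD, n = 3) with bevacizumab and 10.09 ± 0.19 (SD, n = 2) with COMBO (adjusted p = 0.000585). Mmp12, the macrophage elastase, had 8.03 ± 0.41 (SD, n = 3) with vehicle, 5.45 ± 0.53 (SD, n = 3) with PLX4720, 7.99 ± 0.07 (SD, n = 3) with bevacizumab and 4.95 ± 0.08 (SD, n = 2) with COMBO (adjusted p = 0.000601). The count at 0.1 was 414 without vehicle replicate 2, 527 without vehicle replicate 3, 693 without PLX4720 replicate 1, 574 without COMBO replicate 1 and 674 without COMBO replicate 2. It was 5196 when arrays were scaled by their median and 2235 when scaled by housekeeping genes, and 559 with the one-way test on log2 signal that the methods name.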

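Clustering of the 11 arrays by the correlation of their log2 signals, centered per gene, with average linkage, placed the vehicle and bevacizumab arrays in 1 branch and the PLX4720 and COMBO arrays in the other, both over all 10933 genes and over the 1128 that differed. In the 1128 genes, after centering per gene, the mean correlation across genes was 0.41 between vehicle and bevacizumab arrays, -0.71 between vehicle and PLX4720 arrays and 0.04 between PLX4720 and COMBO arrays. These genes were chosen for differing among the groups, and over all 10933 genes the values were 0.12, -0.40 and -0.03 (genes are not independent replicates). Without centering, over all genes, PLX4720 arrays had a mean correlation of 0.899 with each other and 0.910 with COMBO, 0.891 with bevacizumab and 0.874 with vehicle arrays, and COMBO arrays had 0.936 with bevacizumab and 0.930 with vehicle arrays. Mmp10, a stromelysin that degrades matrix proteins, was detected on all vehicle and bevacizumab arrays and on no PLX4720 or COMBO array. It was at least 5.93-fold lower with PLX4720 (adjusted p = 0.00135 from limma) and at least 4.93-fold lower with COMBO (adjusted p = 0.0253). Arg1 fell with PLX4720 (log2 fold change -3.90, standard error 0.35, adjusted p = 0.00047), and its log2 fold change was -1.73 with COMBO (adjusted p = 0.0852). Mmp10 did not pass with COMBO against vehicle without vehicle replicate 2 or 3, bevacizumab replicate 3, or COMBO replicate 1 or 2. Arg1 passed with COMBO against vehicle without PLX4720 replicate 2 (log2 fold change -1.73). Mmp10 passed with COMBO against vehicle in 14 of 25 other settings (3 of the 5 scalings among them).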

A subset of bevacizumab‐modulated genes related to angiogenesis (compared with vehicle, fold change threshold | log2 FC | of 0.5) is reported and further validated by quantitative PCR analysis (Appendix Fig S4B and C). 

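Genes of blood vessels were lower with bevacizumab as lists, and no single vessel gene passed the test over all genes. Among 31 endothelial markers, 28 had a lower mean than with vehicle, for a mean log2 fold change of -0.56 (adjusted p = 1.28e-08 from limma's camera, and adjusted p = 0.172 with an estimated correlation). Of these markers, 0 rose, 0 fell and 31 did not pass the test of single genes (0 higher and 5 lower when adjusted over the list alone). The largest differences were -2.04 for Esm1, a proteoglycan of tip cells, -1.47 for Gpihbp1, which carries lipoprotein lipase on capillaries, -1.44 for Mmrn2, an endothelial matrix glycoprotein, and -1.11 for Flt1, a VEGF receptor. The angiogenesis list of 33 genes had a mean of -0.41 (adjusted p = 4.51e-05 from limma's camera, and adjusted p = 0.172 with an estimated correlation), and 0 rose, 0 fell and 33 did not pass the test of single genes (0 higher and 3 lower when adjusted over the list alone). The only gene past an adjusted p of 0.05 in limma was Klrd1, a receptor of natural killer cells, at least 2.6-fold higher with bevacizumab (adjusted p = 0.0453, detected on 3 of 3 bevacizumab arrays and 0 of 3 vehicle arrays). At an unadjusted p under 0.05 there were 758 genes. Klrd1 passed under 5 of 25 other settings, and it was lost when any of the vehicle, bevacizumab or COMBO arrays or PLX4720 replicate 1 was left out (0 genes past the threshold each time).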

Volcano plots show the changes in the log_2_‐fold change and *P*‐values for all genes for the different treatments (Appendix Fig S4D), and Venn diagrams illustrate the overlapping subsets of modulated genes (Fig 3B). 

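At the threshold of the methods (absolute log2 fold change of at least 1 and unadjusted p under 0.01), 1107 genes differed from vehicle with PLX4720, 421 with COMBO and 72 with bevacizumab. PLX4720 alone accounted for 885 genes, COMBO alone for 210 and bevacizumab alone for 22. The count for PLX4720 alone was 333 without background correction, 1588 with housekeeping scaling and 3687 with median scaling. For bevacizumab alone it was 3 without background correction and 48 without bevacizumab replicate 2. Kiss1, Arg1, Mmp10, Mmp12, Tie1 and Angpt2, the last 2 of the angiopoietin system of vessels, were among the 182 genes passing with PLX4720 and with COMBO. Klrd1, Flt1, Pecam1 (the endothelial adhesion molecule CD31) and Nid2 (a basement membrane nidogen) were among the 19 passing with all 3 treatments, Esm1 was among the 10 passing with bevacizumab and COMBO, and 21 passed with PLX4720 and bevacizumab. Without vehicle replicate 1, 42 passed with all 3 and 42 with PLX4720 and bevacizumab, while 3 and 4 did without background correction. Those passing with bevacizumab and COMBO were 4 in the authors' normalized values and 22 with array weights. The bevacizumab set held 29 higher and 43 lower genes, against 4 higher and 11 lower without background correction, 8 higher and 22 lower with median scaling, 7 higher and 22 lower with housekeeping scaling, 7 higher and 30 lower with cyclic loess and 19 higher and 17 lower in the authors' normalized values. It counted 129 genes without vehicle replicate 1 and 112 without bevacizumab replicate 2. An unadjusted p of 0.01 alone, without the fold threshold, would pass 109 of 10933 unchanged genes. With both thresholds, 48 unchanged genes passed for bevacizumab in data simulated with the real design. The highest other split of the 6 bevacizumab and vehicle arrays gave 43.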

Among the 805 genes modulated by PLX4720 identified by LIMMA analysis, 517 were down‐regulated, and 288 were up‐regulated. 

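With PLX4720, 595 genes rose and 813 fell at an adjusted p under 0.05 in limma, and 437 were higher and 670 lower at the threshold of the methods, while 1857 were higher and 1596 lower at an unadjusted p under 0.05. Ogn, the matrix proteoglycan osteoglycin, was detected on every PLX4720 array and on no vehicle array and was at least 7.92-fold higher (adjusted p = 0.00822), although its other probes gave 0.66 and 0.59. Col8a2, a short-chain collagen, rose (log2 fold change 2.75, standard error 0.29, adjusted p = 0.000674), with 1.13 on its other probe, as did the transcription factor Fos (log2 fold change 2.71, standard error 0.57, adjusted p = 0.0128) and the sulfotransferase Sult1a1 (log2 fold change 2.73, standard error 0.47, adjusted p = 0.00605). Itgbl1, an integrin-like protein, also rose (log2 fold change 2.62, standard error 0.71, adjusted p = 0.0335). Kiss1 was at least 23.1-fold lower (adjusted p = 0.00047), and Eef2, the elongation factor of translation, fell (log2 fold change -4.85, standard error 0.86, adjusted p = 0.00647), with -2.14 and -3.96 on its other probes. Mgat4b, an enzyme of N-glycan branching, fell (log2 fold change -4.08, standard error 0.44, adjusted p = 0.000693), with -1.18 on its other probe. Other probes gave -0.39 and 0.56 for Tsc22d3 (log2 fold change 2.81), 0.12 and 0.66 for Hnrnpa2b1 (-4.85) and 0.80 for Tmub1 (-4.02), against the direction in at least 1 probe of each, and -0.62, -1.76 and -1.22 for Hnrnpk (-4.77). Across all genes that fell, other detected probes had a median of 0.02, against -1.48 on the probes used. For genes that rose these medians were 0.35 and 1.12. Whether human RNA on the mouse probes contributed to the falls stays open. The split depended on how the arrays were scaled: the median log2 fold change of all genes was 0.14 after quantile normalization and 0.76 after median scaling, with which 4791 genes rose and 209 fell (3804 higher and 127 lower at the threshold of the methods). This median was 0.22 after housekeeping scaling, with which 1837 rose and 811 fell (1306 higher and 493 lower), and 0.07 without background correction (83 higher and 315 lower). The adjusted count of 1408 was 386 without vehicle replicate 2, 594 without vehicle replicate 3, and 670 without PLX4720 replicate 1, the array with the highest muscle signal. Fos did not pass with PLX4720 without vehicle replicate 3 (log2 fold change 2.33); Itgbl1 without vehicle replicate 1, 2 or 3, or PLX4720 replicate 1 or 2 (1.70 to 2.95); Hnrnpa2b1 without vehicle replicate 2 or 3, or PLX4720 replicate 1 (-3.65 to -4.81). Fos passed with PLX4720 in 23 of 25 other settings (5 of the 5 scalings among them), Itgbl1 in 15 (4), Tsc22d3 in 24 (5) and Hnrnpa2b1 in 17 (5).

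**Figure D2:**
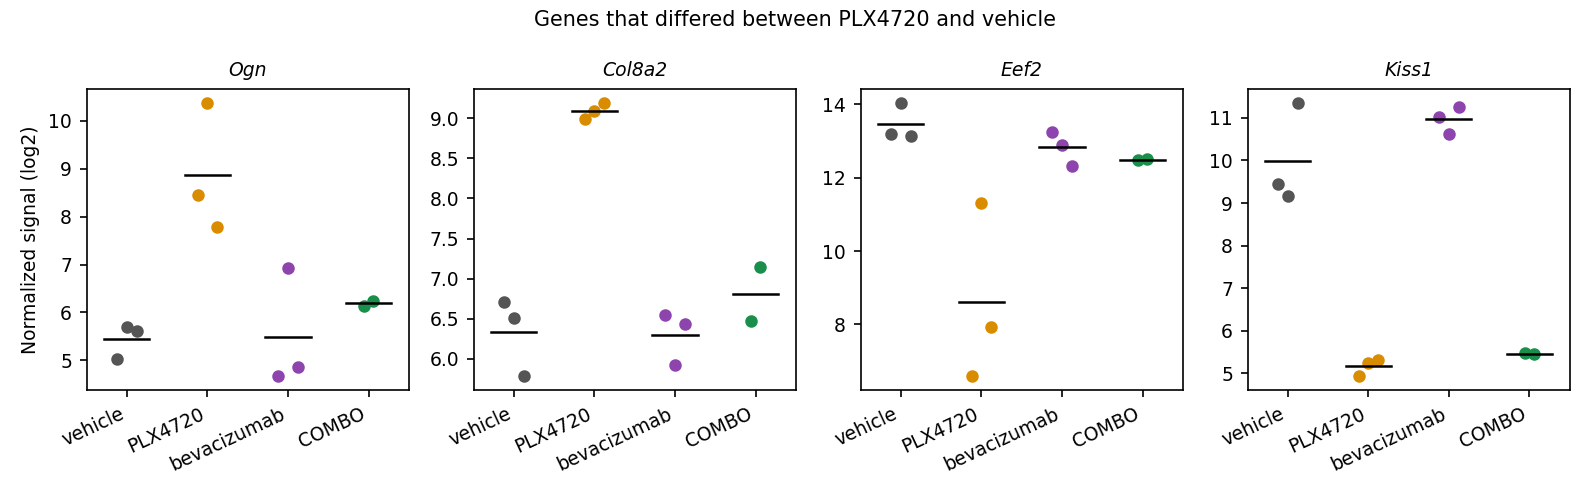
Normalized log2 signal of Ogn, Col8a2, Eef2 and Kiss1 on each array by treatment, with 1 point per array and a line at each group's mean. The 3 PLX4720 arrays lie above all vehicle arrays for Ogn and Col8a2 and below them for Eef2 and Kiss1, with group means of 5.16 for PLX4720 and 9.99 for vehicle in Kiss1.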

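With COMBO, 13 genes rose and 35 fell against vehicle at an adjusted p under 0.05 in limma, and 206 were higher and 215 lower at the threshold of the methods. Klrd1 was at least 2.95-fold higher (adjusted p = 0.00876), and Sh2d2a, an adaptor of T and natural killer cells, at least 3.06-fold higher (adjusted p = 0.0431). Fpr2, a formyl peptide receptor of neutrophils and monocytes, rose (log2 fold change 1.83, standard error 0.31, adjusted p = 0.0319), as did the Wnt agonist Rspo4 (log2 fold change 2.28), the circadian transcription factor Dbp (2.04) and the phosphodiesterase Enpp4 (1.92). Nid2 was detected on no COMBO array and was at least 6.58-fold lower (adjusted p = 0.00708). Mmp12, also undetected with COMBO, was at least 4.92-fold lower (adjusted p = 0.0038), and Kiss1 at least 19.3-fold lower (adjusted p = 0.00443). Inhba, a subunit of activin, fell (log2 fold change -2.92, standard error 0.54, adjusted p = 0.0431), as did Sorbs2, an adaptor of the cytoskeleton (log2 fold change -3.31, against -0.50 on its other probe). At the threshold of the methods the split was 227 higher and 104 lower with median scaling, where the median of all genes was 0.12 and not 0.01, 224 higher and 106 lower with housekeeping scaling and 122 higher and 209 lower with cyclic loess. The 48 adjusted calls were 0 without COMBO replicate 1, 12 without COMBO replicate 2, 27, 8 and 4 without vehicle replicates 1, 2 and 3, 75 without PLX4720 replicate 3, 31 and 14 without bevacizumab replicates 2 and 3, and 437 with array weights, and the 421 at the threshold of the methods were 203 without COMBO replicate 1. Klrd1 and Nid2 did not pass with COMBO against vehicle without vehicle replicate 3, or COMBO replicate 1 or 2; Sh2d2a without vehicle replicate 1, 2 or 3, bevacizumab replicate 2 or 3, or COMBO replicate 1; Fpr2 without vehicle replicate 1, 2 or 3, bevacizumab replicate 2 or 3, or COMBO replicate 1 or 2 (1.70 to 1.94); Rspo4 without vehicle replicate 1, 2 or 3, bevacizumab replicate 3, or COMBO replicate 1 or 2 (1.95 to 2.62); Dbp without vehicle replicate 1, 2 or 3, or COMBO replicate 1 or 2 (1.81 to 2.27); Enpp4 and Sorbs2 without vehicle replicate 2 or 3, bevacizumab replicate 3, or COMBO replicate 1 or 2 (1.72 to 2.06 for Enpp4 and -2.88 to -3.35 for Sorbs2); Mmp12 and Kiss1 without COMBO replicate 1; Inhba without vehicle replicate 2 or 3, bevacizumab replicate 2 or 3, or COMBO replicate 1 or 2 (-2.49 to -3.35). Klrd1 passed with COMBO against vehicle in 19 of 25 other settings (3 of the 5 scalings among them), Sh2d2a in 10 (1), Fpr2 in 13 (3), Rspo4 in 13 (2), Dbp in 17 (5), Enpp4 in 16 (4), Nid2 in 21 (5), Mmp12 in 23 (5), Kiss1 in 23 (5), Inhba in 11 (0) and Sorbs2 in 14 (2).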

COMBO had a reduced modulatory effect (414 genes; 214 suppressed and 200 induced). GO analysis was performed on the three treatment arms compared with vehicle using DAVID (*P* < 0.05 with BH FDR correction), considering up‐ and down‐regulated genes separately. Among the down‐regulated genes, PLX4720 treatment mainly targeted genes belonging to GO terms characterizing functions and processes of the vasculature (“blood vessel development”, “vasculature development”, “blood vessel morphogenesis”, “angiogenesis”; Fig 3C and Appendix Tables S3 and S4) in accordance with the observed effect on tumor vessel shape and functions (Fig 2). 

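Markers of the vessel wall were read in the PLX4720 tumors. Of 31 endothelial markers, 0 rose, 9 fell and 22 did not pass the test of single genes (0 higher and 12 lower when adjusted over the list alone). Their mean log2 fold change was -0.74 (adjusted p = 3.15e-05 from limma's camera, and adjusted p = 0.447 with an estimated correlation), and it was 0.15 with median scaling, where the median of all genes was 0.76. Gpihbp1 (log2 fold change -2.97, standard error 0.57, adjusted p = 0.00853), Vwf, the von Willebrand factor (log2 fold change -1.94, standard error 0.40, adjusted p = 0.0118), Plvap, a protein of endothelial fenestrae (log2 fold change -1.87, standard error 0.54, adjusted p = 0.0408), and Tie1, an orphan receptor of the angiopoietin system (log2 fold change -1.66, standard error 0.52, adjusted p = 0.0557), had the largest differences. Pecam1 fell by 1.23 (adjusted p = 0.0112) and Flt1 by 1.21 on the log2 scale (adjusted p = 0.00897). Of 33 angiogenesis genes, 0 rose, 6 fell and 27 did not pass the test of single genes (0 higher and 7 lower when adjusted over the list alone), with a mean of -0.45 (adjusted p = 0.008 from limma's camera, and adjusted p = 0.447 with an estimated correlation), or 0.34 with median scaling. The growth factor Vegfa fell (log2 fold change -1.75, standard error 0.48, adjusted p = 0.0349), as did Angpt2, which loosens vessels (log2 fold change -1.64, standard error 0.32, adjusted p = 0.0101). Of 12 pericyte markers, 0 rose, 1 fell (Cspg4) and 11 did not pass the test of single genes (0 higher and 4 lower when adjusted over the list alone). Their mean was 0.0004 and their median 0.19, while camera's direction was down (adjusted p = 0.567 from limma's camera, and adjusted p = 0.715 with an estimated correlation). Cspg4 encodes the proteoglycan NG2 (log2 fold change -1.51, standard error 0.28, adjusted p = 0.00746). It has only 1 probe, and whether human RNA on that probe contributed to its value was not tested. The 18 muscle genes had a mean log2 fold change of 2.83 in the same comparison (adjusted p = 0.0282 from limma's camera, and adjusted p = 0.715 with an estimated correlation), 4.49 without PLX4720 replicate 2, and did not pass without PLX4720 replicate 1 (0.86), vehicle replicate 1 (2.65) or vehicle replicate 3 (2.61), and their centered mean was 5.28 in PLX4720 replicate 1, -1.98 in replicate 2 and 0.68 in replicate 3. Vwf did not pass with PLX4720 without vehicle replicate 2 (log2 fold change -1.79); Plvap without vehicle replicate 1, 2 or 3, PLX4720 replicate 1, bevacizumab replicate 2, or COMBO replicate 1 or 2 (-1.19 to -2.15); Vegfa without vehicle replicate 3, or PLX4720 replicate 2 or 3 (-1.16 to -1.71). Tie1 passed with PLX4720 without PLX4720 replicate 3 (log2 fold change -2.33). Gpihbp1 passed with PLX4720 in 21 of 25 other settings (1 of the 5 scalings among them), Vwf in 21 (3), Plvap in 10 (3), Pecam1 in 23 (3), Flt1 in 23 (3), Vegfa in 14 (2), Angpt2 in 23 (4) and Cspg4 in 23 (4).

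**Figure D3:**
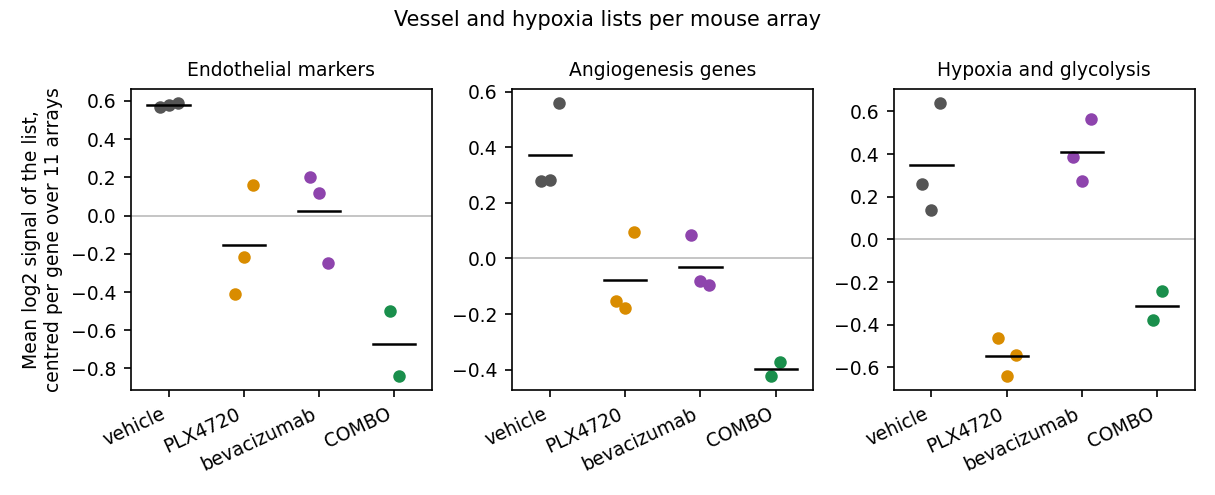
Mean log2 signal of the endothelial markers, angiogenesis genes and hypoxia and glycolysis genes on each array, centered per gene over the 11 arrays, with 1 point per array and a line at each group's mean. The endothelial mean was between 0.57 and 0.59 on the vehicle arrays and -0.84 and -0.50 on the COMBO arrays.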

DAVID analysis of the COMBO response revealed that the top enriched functions belonged to the immune response (up‐modulated genes), blood vessel, and cell adhesion (down‐modulated genes; Fig 3C). 

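With COMBO against vehicle, all 38 genes of the interferon response had a higher mean (1.08, adjusted p = 2.48e-12 from limma's camera, and adjusted p = 0.156 with an estimated correlation), led by Ifit3 (2.93), Psmb9, a subunit of the immunoproteasome (2.57), the chemokine Cxcl10 (1.91) and Oas2 (1.85). Among them 0 rose, 0 fell and 38 did not pass the test of single genes (8 higher and 0 lower when adjusted over the list alone). In the direct comparison of COMBO with PLX4720 the interferon list did not pass. Its mean there was -0.48 with median scaling, where the median of all genes was -0.59. The rise against vehicle is therefore not shown to be particular to COMBO. The antigen presentation list of dendritic cells, 21 genes, had a mean of 1.01 (adjusted p = 2.32e-07 from limma's camera, and adjusted p = 0.145 with an estimated correlation), and 0 rose, 0 fell and 21 did not pass the test of single genes (8 higher and 0 lower when adjusted over the list alone). Of 40 macrophage markers, 0 rose, 0 fell and 40 did not pass the test of single genes (7 higher and 1 lower when adjusted over the list alone), with a mean of 0.63 (adjusted p = 7.33e-08 from limma's camera, and adjusted p = 0.13 with an estimated correlation). Natural killer cell genes had a mean of 0.92 (adjusted p = 0.000155 from limma's camera, and adjusted p = 0.13 with an estimated correlation). Among 31 endothelial markers, 0 rose, 5 fell (Angpt2, Cldn5, Emcn, Flt1, Pecam1) and 26 did not pass the test of single genes (0 higher and 19 lower when adjusted over the list alone), with a mean of -1.25 (adjusted p = 2.03e-16 from limma's camera, and adjusted p = 0.0518 with an estimated correlation). Cldn5, the claudin of endothelial tight junctions, fell (log2 fold change -3.46, standard error 0.61, adjusted p = 0.0362), as did Flt1 (log2 fold change -1.68, standard error 0.26, adjusted p = 0.0253) and Pecam1 (log2 fold change -1.48, standard error 0.28, adjusted p = 0.0468), the latter a cell adhesion molecule. In the same comparison the muscle genes had a mean log2 fold change of 2.58 (adjusted p = 0.00174 from limma's camera, and adjusted p = 0.507 with an estimated correlation), 4.197 without COMBO replicate 2 and 0.96 without COMBO replicate 1, where the list did not pass, with a centered mean of 2.69 in COMBO replicate 1 and -0.55 in COMBO replicate 2. Angpt2 did not pass with COMBO against vehicle without vehicle replicate 2 or 3, or COMBO replicate 1 or 2 (log2 fold change -2.11 to -2.69); Cldn5 without vehicle replicate 1, 2 or 3, bevacizumab replicate 2 or 3, or COMBO replicate 1 or 2 (-3.09 to -3.83); Emcn without COMBO replicate 1 or 2 (-1.97 to -2.17); Flt1 without vehicle replicate 1, 2 or 3, bevacizumab replicate 3, or COMBO replicate 1 or 2 (-1.30 to -2.07); Pecam1 when any array but PLX4720 replicate 1, 2 or 3 was left out (-1.17 to -1.79). Psmb9 passed with COMBO against vehicle without COMBO replicate 2 (log2 fold change 4.09). Angpt2 passed with COMBO against vehicle in 17 of 25 other settings (4 of the 5 scalings among them), Cldn5 in 11 (2), Emcn in 22 (5), Flt1 in 15 (3) and Pecam1 in 9 (1).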

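Against vehicle, 108 genes were higher with both PLX4720 and COMBO at the threshold of the methods, 93 were lower with both, and 0 went opposite ways. Those passing with PLX4720 and COMBO but not with bevacizumab numbered 182, and fewer without either COMBO array. Their number was 114 in the authors' normalized values, 58 without background correction and 234 with median scaling. Tlr2, a receptor for bacterial lipoproteins, rose with both (log2 fold change 1.26 with PLX4720, adjusted p = 0.00664, and 1.76 with COMBO, adjusted p = 0.019, from limma), and Mmp12 fell by 2.57 with PLX4720 (adjusted p = 0.000826). Col8a2 passed with PLX4720 and had a log2 fold change of 0.48 with COMBO, and Col4a1, a collagen of basement membranes, fell with COMBO (log2 fold change -1.88, standard error 0.26, adjusted p = 0.0131) and had -0.40 with PLX4720 (adjusted p = 0.245), or 0.38 with median scaling. Both comparisons use the same 3 vehicle arrays, which links them. In 100 simulated data sets with unchanged groups and the real design, 3.74 genes were higher in both and 3.63 lower in both on average, at most 9 of either, and the log2 fold changes correlated at 0.447 across genes, against 0.657 in the data (covariance 0.0584 simulated and 0.287 in the data, and genes are not independent replicates). The simulated lists were shorter: on average 35.4 genes passed with PLX4720 alone and 53.5 with COMBO alone, against 885 and 210 in the data. Their overlap is therefore no baseline for the 108 and 93 shared genes. Independent lists of the sizes in the data would share 8.23 higher and 13.2 lower genes. The 3 vehicle arrays are too few to give each comparison at least 2 of its own, and part of the excess may come from the shared controls. Of the 885 genes passing with PLX4720 and not with COMBO or bevacizumab, 204 differed between COMBO and PLX4720 at the same threshold and 8 at an adjusted p under 0.05. Tlr2 and Col4a1 did not pass with COMBO against vehicle without vehicle replicate 2 or 3, or COMBO replicate 1 or 2 (log2 fold change 1.65 to 1.82 for Tlr2 and -1.75 to -2.01 for Col4a1). Tlr2 passed with PLX4720 in 24 of 25 other settings (5 of the 5 scalings among them). Tlr2 passed with COMBO against vehicle in 18 of 25 other settings (5 of the 5 scalings among them) and Col4a1 in 19 (5).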

A comparison between the lists of genes modulated in A375 xenografts by PLX4720 or COMBO with respect to vehicle revealed a subset of commonly modulated genes and sizeable subsets of genes specifically modulated by one of the two treatments only.

Gene set enrichment analysis (GSEA) was carried out on mouse microarray data set to identify associated biological processes and pathways related to COMBO treatment. 

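COMBO was compared with the mean of the vehicle, PLX4720 and bevacizumab groups. Among 30 collagen chains, the fibers and sheets of the matrix, 27 had a lower mean with COMBO, for a mean log2 fold change of -0.78 (adjusted p = 4.02e-11 from limma's camera, and adjusted p = 0.0741 with an estimated correlation), and 0 rose, 0 fell and 30 did not pass the test of single genes (0 higher and 9 lower when adjusted over the list alone). Of 40 macrophage markers, 0 rose, 0 fell and 40 did not pass the test of single genes (10 higher and 1 lower when adjusted over the list alone), with a mean of 0.50 (adjusted p = 3.24e-10 from limma's camera, and adjusted p = 0.119 with an estimated correlation). Mpeg1, the perforin of macrophages, had 1.93 and the complement protein C1qa had 1.48, while the Fc receptor Fcgr1 was detected on 2 arrays of each other group and on no COMBO array. Genes of the interferon response had a mean of 0.69 (adjusted p = 1.23e-09 from limma's camera, and adjusted p = 0.184 with an estimated correlation), or 0.39 without COMBO replicate 1, and 0 rose, 0 fell and 38 did not pass the test of single genes (0 higher and 0 lower when adjusted over the list alone). When COMBO was compared with PLX4720 only, the interferon list did not pass. The 8 Toll-like receptors had a mean of 0.55 (adjusted p = 0.00146 from limma's camera, and adjusted p = 0.185 with an estimated correlation), with 2 higher when adjusted over the list alone, and the genes of signaling below them had 0.24 (adjusted p = 0.00145 from limma's camera, and adjusted p = 0.164 with an estimated correlation), or 0.15 without COMBO replicate 2. The 30 chemokines had a mean of -0.05 (adjusted p = 0.936 from limma's camera, and adjusted p = 0.969 with an estimated correlation), a median of -0.22 and a camera direction of up, and the mean was 0.21 without COMBO replicate 2 and -0.30 without COMBO replicate 1, and the 38 interleukins and their receptors had 0.03 (adjusted p = 0.419 from limma's camera, and adjusted p = 0.486 with an estimated correlation), or -0.02 with median scaling. Kiss1 and Mmp12, the genes that fell over all genes, were not particular to COMBO, since both also fell with PLX4720 against vehicle. Kiss1 had a log2 fold change against vehicle of -4.83 with PLX4720 and -4.53 with COMBO. Over all genes, 0 rose and 2 fell at an adjusted p under 0.05 in limma with COMBO against the other groups, and 1001 passed an unadjusted p under 0.05. There were 88 genes with array weights, 11 with trended and robust moderation, 2 higher and 5 lower without background correction and 0 with median scaling, housekeeping scaling or cyclic loess, 26 without PLX4720 replicate 1, 6 without PLX4720 replicate 2, 1 without PLX4720 replicate 3 or bevacizumab replicate 3, 6 without COMBO replicate 2 and 0 without COMBO replicate 1, vehicle replicate 1 or bevacizumab replicate 1 or 2. The Toll-like receptor list had a camera adjusted p of 0.0618 without COMBO replicate 2 (5.36e-05 to 0.185 over all alternatives), and the muscle genes had a mean of 1.31 (adjusted p = 0.0223 from limma's camera, and adjusted p = 0.658 with an estimated correlation), 2.93 without COMBO replicate 2 and 1.97 without PLX4720 replicate 1, and did not pass without COMBO replicate 1 (-0.31), PLX4720 replicate 2 (0.76), or bevacizumab replicate 1 (1.10) or 3 (1.07). Kiss1 did not pass with COMBO against the other groups without vehicle replicate 1, PLX4720 replicate 3, bevacizumab replicate 1, 2 or 3, or COMBO replicate 1 or 2; Mmp12 without vehicle replicate 1, bevacizumab replicate 1, 2 or 3, or COMBO replicate 1 or 2. Kiss1 passed with COMBO against the other groups in 10 of 24 other settings (1 of the 5 scalings among them) and Mmp12 in 12 (2).

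**Figure D4:**
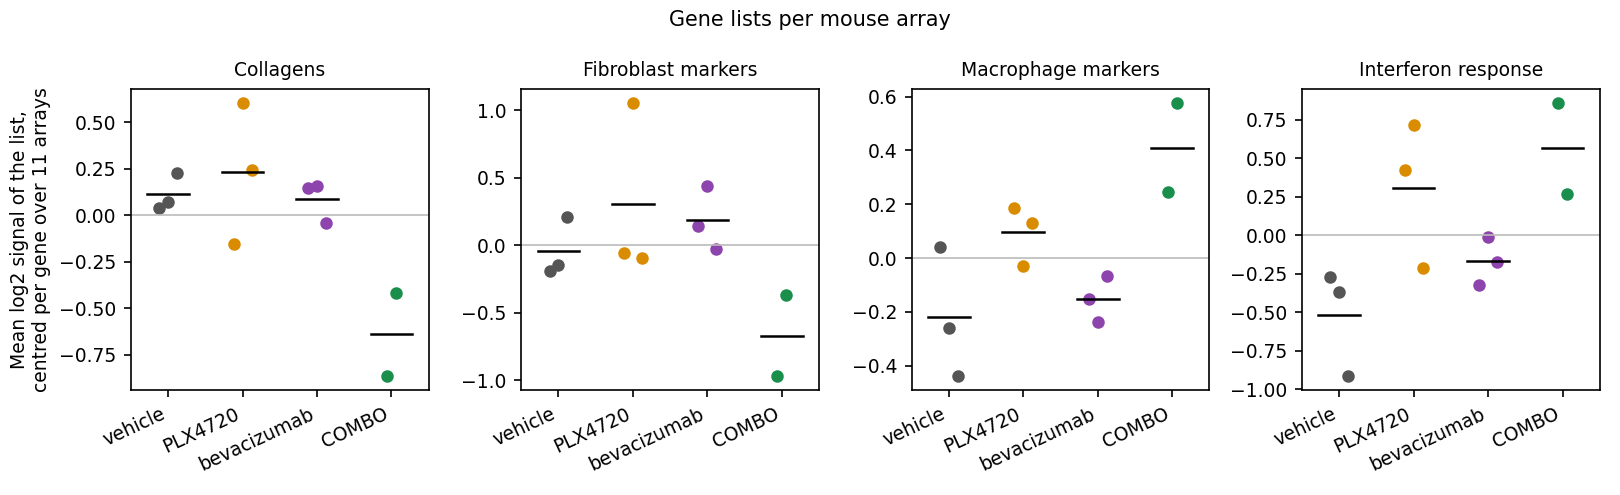
Mean log2 signal of collagens, fibroblast markers, macrophage markers and interferon response genes on each array, centered per gene over the 11 arrays, with 1 point per array and a line at each group's mean. Both COMBO arrays lie below 0 for collagens (-0.87 and -0.42) and above 0 for macrophage markers (0.24 and 0.58).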

By comparing COMBO group with all the other groups, GSEA revealed an enrichment of genes involved in immune response (“Reactome Cytokine Signaling in Immune System” and “Reactome Innate Immune System”) and down‐modulation of genes associated with the ECM remodeling (“Reactome Extracellular Matrix Organization” and “Reactome Collagen Formation”; Fig 3D). This analysis was confirmed by the heatmaps of genes associated with these categories (Fig 3E and Appendix S4E), indicating that COMBO increased the expression of Toll‐like receptors, cytokines and their receptors (Il1β, Il18, Il6r), interferon‐related proteins (Irf2), monocytes/macrophage marker (Cd14) and decreased the expression of many collagens. 

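Of 22 matrix genes legible in Fig 3E, 21 were tested, and all 21 were lower with COMBO than the mean of the other groups. Among them were Cma1, Mmp10 and Col23a1, which no COMBO array detected. Not all were lower than with PLX4720: against vehicle the lowest log2 fold change was -2.88 with PLX4720 and -2.69 with COMBO. No PLX4720 array detected Mmp10 either. Against the mean of the other groups, Col1a1, the main chain of collagen I, had -2.16 (standard error 0.42, adjusted p = 0.104 from limma). Col15a1 had -1.84 and Timp1, an inhibitor of metalloproteinases, had -1.19. Of the 5 innate immune genes legible there, all 5 had a higher mean (0.83 to 1.33), Cd14, a co-receptor for bacterial lipopolysaccharide, with 1.33 (standard error 0.27, adjusted p = 0.104) and Irf2, an interferon regulatory factor, with 0.88. None of the 26 genes tested passed an adjusted p of 0.05 over all genes, and 18 of the matrix genes and 5 of the immune genes passed when adjusted over the list alone. The study chose these genes on these arrays, so the latter counts are not independent evidence. Il1b, an inflammatory cytokine, had a log2 fold change of 1.06 (adjusted p = 0.51), Il18 had 0.82 (adjusted p = 0.309) and Il6ra, the chain of the interleukin 6 receptor that binds the cytokine, had 0.47 (adjusted p = 0.558). Il18 rose with PLX4720 alone against vehicle (log2 fold change 1.39, standard error 0.26, adjusted p = 0.00784). Col1a1 passed with COMBO against the other groups without PLX4720 replicate 1 (log2 fold change -2.28). Il18 passed with PLX4720 in 24 of 25 other settings (5 of the 5 scalings among them).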

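At the threshold of the methods, 210 genes differed from vehicle with COMBO and not with PLX4720 or bevacizumab, 94 higher and 116 lower. Col1a1, Col4a1 and Col4a2, the lysyl oxidase Lox, which crosslinks collagen, the smooth muscle actin Acta2, Cldn5 and Cd14 were among them. Col1a1 had a log2 fold change of -2.23 (standard error 0.49, adjusted p = 0.083 from limma) and Lox of -2.02 (adjusted p = 0.109). Of the 210, 91% had the same sign with PLX4720, but both comparisons share the vehicle arrays, and in 100 simulated data sets with unchanged groups 87.2% of such genes did (at most 96.4%). In the direct test of COMBO against PLX4720, 49 of the 210 differed at the same threshold and 3 at an adjusted p under 0.05. The 210 were 95 without COMBO replicate 1 and 130 without vehicle replicate 3.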

Last, we performed a pathway analysis of the 258 genes that selectively characterized the COMBO treatment, that is, the genes modulated by COMBO versus vehicle. Ingenuity pathways analysis (IPA) revealed gene networks similar to those previously predicted by GO enrichment analysis. In particular, a 24‐gene network related to collagen deposition and a 26‐gene network clustering around immune cell trafficking displayed extensive regulation (Appendix Fig S4F). 

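The 30 collagen chains had a mean log2 fold change of -0.75 with COMBO against vehicle (adjusted p = 1.38e-06 from limma's camera, and adjusted p = 0.13 with an estimated correlation), and 0 rose, 2 fell (Col18a1, Col4a1) and 28 did not pass the test of single genes (0 higher and 8 lower when adjusted over the list alone). Col4a2 (-2.34), Col15a1 (-1.95) and Col18a1, the source of endostatin (-1.94, adjusted p = 0.0253), had large differences beside Col1a1. Enzymes that modify, process or crosslink collagen, 22 in all, had a mean of -0.67 (adjusted p = 1.4e-05 from limma's camera, and adjusted p = 0.237 with an estimated correlation), and 0 rose, 0 fell and 22 did not pass the test of single genes (0 higher and 6 lower when adjusted over the list alone). Among genes of immune cell traffic, the 30 chemokines had a mean of 0.39 (adjusted p = 0.0431 from limma's camera, and adjusted p = 0.316 with an estimated correlation), and 0 rose, 0 fell and 30 did not pass the test of single genes (2 higher and 0 lower when adjusted over the list alone). Their mean was 0.13 without COMBO replicate 1 and 0.64 without COMBO replicate 2, and the list did not pass without COMBO replicate 1, vehicle replicate 3 (0.34) or bevacizumab replicate 1 or 3, which leave the mean as it is. Cxcl9 had 3.00 (adjusted p = 0.162) and Ccl5 2.16 (adjusted p = 0.086), both of which attract lymphocytes. The 8 chemokine receptors had a mean of 0.25 (adjusted p = 0.292 from limma's camera, and adjusted p = 0.368 with an estimated correlation). Vcam1, an adhesion molecule of activated endothelium, rose with COMBO (log2 fold change 1.64, adjusted p = 0.0424). The paper shows the gene networks of the pathway software in its Appendix, which was not available here, so the lists used here are not the networks. Col18a1 and Col4a1 did not pass with COMBO against vehicle without vehicle replicate 2 or 3, or COMBO replicate 1 or 2 (log2 fold change -1.88 to -1.98 for Col18a1 and -1.75 to -2.01 for Col4a1); Vcam1 without vehicle replicate 1, 2 or 3, bevacizumab replicate 1 or 3, or COMBO replicate 1 or 2 (1.42 to 1.86). Col4a2 passed with COMBO against vehicle without PLX4720 replicate 2 or 3 (log2 fold change -2.34). Col18a1 passed with COMBO against vehicle in 17 of 25 other settings (5 of the 5 scalings among them), Col4a1 in 19 (5) and Vcam1 in 9 (1).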

Taken together, these results indicate that the combination of PLX4720 with bevacizumab specifically alters alternative biological pathways associated with ECM remodeling, inflammation, and immune response. 

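A direct comparison of COMBO with PLX4720 found 7 genes higher and 4 lower at an adjusted p under 0.05 in limma, and 389 at the threshold of the methods. The lower genes were Col8a2 (log2 fold change -2.27, standard error 0.33, adjusted p = 0.0433, with -1.18 on its other probe), Ltbp4, which binds latent TGFβ in the matrix (log2 fold change -2.16, standard error 0.34, adjusted p = 0.0433, with -2.03 and 0.65 on its other probes), the fibroblast and lymphocyte marker Thy1 (log2 fold change -2.03) and the lipid phosphatase Plpp1 (-1.69, with -1.31 and -0.89 on its other probes). Gpat3, an enzyme of glycerolipid synthesis, was the higher gene with the smallest adjusted p (log2 fold change 2.43, standard error 0.26, adjusted p = 0.00779), but its other probe gave 0.10. The Notch ligand Dll3 had 2.12, the transporter Slc35f2 2.22, Setd5 2.79 and the transcription factor Foxc1 1.53, while other probes of Armc8 (2.12 against 0.33 and -0.27) and Csnk2a1 (1.99 against -0.09) disagreed. The split of 7 higher and 4 lower was 1 higher and 0 lower in the authors' normalized values, 17 higher and 1657 lower with median scaling, where the median of all genes was -0.59 and not -0.06, 2 higher and 7 lower with housekeeping scaling and 1 higher and 1 lower with cyclic loess. There were 26 genes in all with array weights and as many with trended and robust moderation. The total was 168 without PLX4720 replicate 2 and between 0 and 7 without any other single array (0 without COMBO replicate 1, 5 without COMBO replicate 2, 7 without PLX4720 replicate 1, 2 without PLX4720 replicate 3, vehicle replicate 3 or bevacizumab replicate 2, and 1 without vehicle replicate 1 or 2 or bevacizumab replicate 1 or 3). From the enrichment of immune genes, the lower expression of matrix genes and the networks of genes changed by COMBO alone, the paper concludes that combining PLX4720 with bevacizumab alters pathways of matrix remodeling, inflammation and immune response. Col8a2 did not pass with COMBO against PLX4720 when any array but vehicle replicate 3 or PLX4720 replicate 2 was left out (log2 fold change -1.94 to -2.61); Ltbp4, Thy1 and Plpp1 when any array but PLX4720 replicate 1 or 2 was left out (-2.00 to -2.27 for Ltbp4, -1.70 to -2.35 for Thy1 and -1.68 to -1.74 for Plpp1); Gpat3 without COMBO replicate 1 (2.39); Dll3, Slc35f2, Foxc1, Armc8 and Csnk2a1 when any array but PLX4720 replicate 2 was left out (1.91 to 2.19 for Dll3, 2.02 to 2.33 for Slc35f2, 1.43 to 1.57 for Foxc1, 1.86 to 2.15 for Armc8 and 1.69 to 2.07 for Csnk2a1); Setd5 when any array but PLX4720 replicate 2 or 3 was left out (2.51 to 2.93). Col8a2 passed with COMBO against PLX4720 in 11 of 25 other settings (4 of the 5 scalings among them), Ltbp4 in 9 (3), Thy1 in 9 (3), Plpp1 in 9 (3), Gpat3 in 21 (5), Dll3 in 8 (2), Slc35f2 in 8 (2), Setd5 in 10 (2), Foxc1 in 7 (1), Armc8 in 7 (2) and Csnk2a1 in 7 (2).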

Interestingly, IPA analyses revealed a network of cytokine and chemokine genes that were also identified in the human transcriptome. TNFα, TGFβ, and IL1β were among the top five IPA upstream regulators that were selectively modulated after COMBO treatment (Appendix Table S5).

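Tnf, the inflammatory cytokine, was detected on 0 of 3 vehicle arrays and 0 of 2 COMBO arrays, so no fold is given for it. Tgfb1, which drives matrix production, had a log2 fold change of -0.90 with COMBO against vehicle (standard error 0.83, adjusted p = 0.677 from limma), and Il1b had 1.43 (standard error 0.54, adjusted p = 0.267). Of 28 genes that TNF and NF-kB induce, 1 rose (Vcam1), 0 fell and 27 did not pass the test of single genes (4 higher and 0 lower when adjusted over the list alone), with a mean log2 fold change of 0.54 (adjusted p = 0.000407 from limma's camera, and adjusted p = 0.145 with an estimated correlation). Cd83, a marker of mature dendritic cells, had 1.49 (adjusted p = 0.117). The same list had a mean of 0.58 with PLX4720 alone (adjusted p = 0.019 from limma's camera, and adjusted p = 0.465 with an estimated correlation), and 7 rose, 0 fell and 21 did not pass the test of single genes (7 higher and 1 lower when adjusted over the list alone). Without PLX4720 replicate 2 this mean was 0.53 and the list did not pass. It had 0.36 with bevacizumab (adjusted p = 0.000212 from limma's camera, and adjusted p = 0.194 with an estimated correlation). Vcam1 did not pass with COMBO against vehicle without vehicle replicate 1, 2 or 3, bevacizumab replicate 1 or 3, or COMBO replicate 1 or 2 (log2 fold change 1.42 to 1.86). Vcam1 passed with COMBO against vehicle in 9 of 25 other settings (1 of the 5 scalings among them).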

### Dual BRAF^V600E^ and VEGF targeting promotes macrophage infiltration with a M1‐like phenotype

The evaluation of angiogenic response to COMBO treatment together with the gene expression analysis suggested that vascular changes alone were unlikely to explain the enhancement of tumor inhibition observed after COMBO regimen. Therefore, we investigated whether the immune gene signature promoted by this treatment resulted in recruitment of myeloid cells, which are still present in CD1 athymic mice. Immunofluorescence staining for the pan‐hematopoietic cell surface marker CD45 revealed that only COMBO treatment induced marked leukocyte infiltration in A375 xenografts (CD45^+^ % area, 24.4 ± 3.1%), which was negligible in vehicle‐treated mice (3.0 ± 0.5%) or after treatment with PLX4720 (5.1 ± 0.9%) or bevacizumab (6.9 ± 1.4%) (*n* = 5 tumors; Fig 4A) alone. A similar pattern was seen in COLO205 xenografts. Leukocyte infiltration increased twofold after COMBO treatment (CD45^+^ % area, COMBO: 9.3 ± 1.2%; vehicle 3.8 ± 0.5%), decreased after PLX4720 treatment (2.3 ± 0.3%), and increased modestly but not significantly after bevacizumab treatment (4.9 ± 1.1%) (*n* = 5 tumors; Fig 4A). The features of the infiltrate were further investigated by specific immune phenotype analysis. We observed that F4/80^+^ (Fig 4B) macrophages represented the most abundant leukocyte population when the BRAF^V600E^ and VEGF pathways were simultaneously blocked in both A375 (F4/80^+^ area, 27.8 ± 3.3% vs. 8.4 ± 1.2% in vehicle) and COLO205 (F4/80^+^ area, 10.6 ± 1.5% vs. 2.7 ± 0.8% in vehicle) xenografts. In both models, the single‐drug treatments did not modify the amount of infiltrating F4/80^+^ cells compared with controls. Immunofluorescence results were further confirmed by flow cytometry analysis (FACS) on untreated and COMBO‐treated A375 tumors. Fig 4C shows that COMBO treatment induced a higher CD45^+^ leukocyte recruitment compared with vehicle, which was mainly constituted by F4/80^+^ tumor‐associated macrophages (TAMs) and CD11c^+^MHCII^+^ dendritic cells (DC) (Fig 4D).

**Figure 4:**
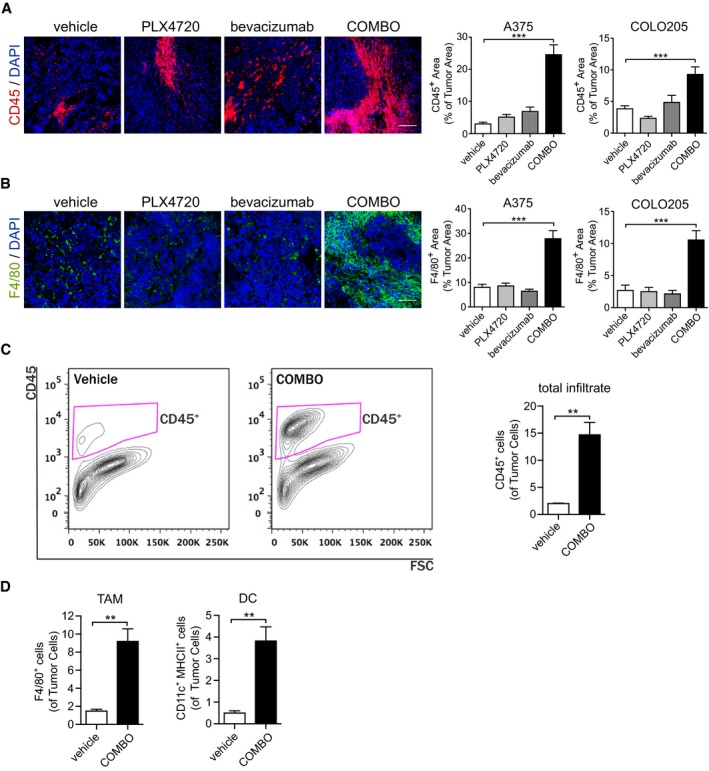
COMBO treatment increases macrophage infiltration Representative images of leukocytes infiltration determined by immunofluorescence CD45 staining of A375 xenografts treated as indicated. Bar graphs indicate the CD45^+^ area/tumor area in A375 and COLO205 xenografts (*n* = 5 tumors). ***P < 0.001 versus vehicle (A375: COMBO *P* = 2.19E‐20) (COLO205: COMBO *P* = 1.81E‐06).Representative images of macrophage infiltration determined by F4/80 immunofluorescence staining in A375 xenografts treated as indicated. Bar graphs indicate the F4/80^+^ area/tumor area in A375 and COLO205 xenografts (*n* = 5 tumors). ***P < 0.001 versus vehicle (A375: COMBO *P* = 3.42E‐13) (COLO205: COMBO *P* = 1.94E‐06).A375 xenograft tumors after 14 days of treatment were subjected to FACS and tumor infiltrate was analyzed. Gating strategy for CD45^+^ cells and graph showing the quantification of FACS analysis of infiltrating CD45^+^ leukocytes in vehicle (*n* = 4 tumors)‐ compared to COMBO (*n* = 6 tumors)‐treated tumors. **P = 0.0064 versus vehicle.Graph showing the quantification of FACS analysis of infiltrating F4/80^+^ macrophages and CD11c^+^MHCII^+^ dendritic cells in vehicle (*n* = 4 tumors)‐ compared to COMBO (*n* = 6 tumors)‐treated tumors. **P < 0.01 versus vehicle (TAM *P* = 0.0061; DC *P* = 0.0091).Data information: The scale bars represent 100 μm in (A, B). The results are given as the mean ± SEM. Significance was assessed by one‐way ANOVA test followed by *post hoc* pairwise analysis test (A, B) and Student's *t‐*test (C, D).

To characterize the phenotype associated with the recruited macrophages, we performed species‐specific real‐time quantitative real‐time PCR analysis to assess specific mouse transcripts relative to the M1 and M2 polarization, which, respectively, have antitumor and pro‐tumor effects (Mantovani & Sica, 2009). Tumors treated with COMBO expressed significantly higher amounts of M1 markers, such as m‐Ccl5, m‐Cd40, m‐Cxcl10, m‐Cxcl9, m‐Il1b, m‐Stat1, and m‐Il1b, compared with vehicle‐treated tumors. COMBO‐treated tumors also expressed reduced levels of the M2 marker m‐Arg1 (Fig 5A), while m‐Il10, which characterizes M2 polarization, was not affected. Tumors treated with PLX4720 or bevacizumab alone did not exhibit any significant modulation of macrophage‐associated genes (Fig 5A). The ability of COMBO treatment to induce a specific TAM polarization was additionally analyzed by immunofluorescence analysis. Fig 5B shows that COMBO treatment specifically increased the recruitment of CCR7^+^CD68^+^ M1 cells without any effect on CD206^+^CD68^+^ M2 cells. These data were further confirmed by *ex vivo* experiments on tumor cells isolated from vehicle‐ and COMBO‐treated xenografts and *in vitro* stimulated with ionomycin and phorbol myristate acetate (PMA). Fig 5C shows that COMBO regimen primed CD45^+^F480^+^ cells to express more iNOS and TNFα, which characterize M1‐polarization (Mantovani & Sica, 2009), than vehicle. These observations suggest that TAMs recruited by COMBO have an M1 phenotype, which can explain the superior effect of the dual therapeutic regimen on tumor burden compared with the effect of mono‐therapies (Fig 1).

**Figure 5:**
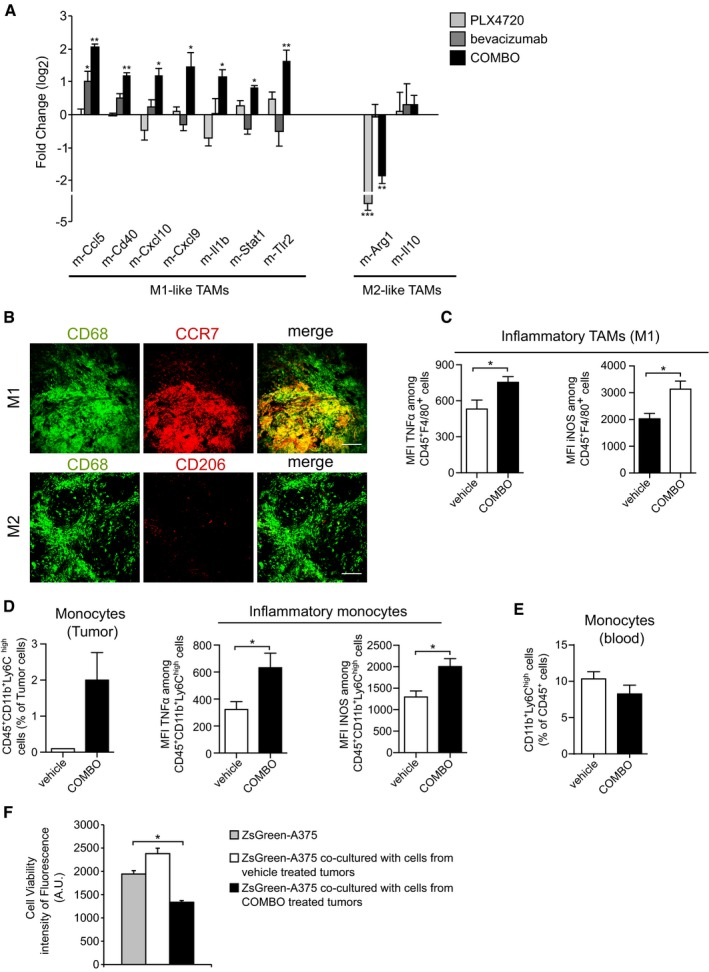
Macrophages infiltrated after COMBO treatment are polarized toward M1‐like phenotype Real‐time quantitative PCR of the indicated genes (M1‐like and M2‐like macrophages markers) in A375 xenograft treated with PLX4720, bevacizumab, or COMBO. Data are presented as expression fold change (log_2_) compared with vehicle after normalization for housekeeping gene TBP (*n* = 3 tumors). *P < 0.05, **P < 0.01, ***P < 0.001 versus vehicle (PLX4720: m‐Arg1 *P* = 5.65E‐06) (bevacizumab: m‐Ccl5 *P* = 0.025) (COMBO: m‐Ccl5 *P* = 0.0070; m‐Cd40 *P* = 0.00099; m‐Cxcl10 *P* = 0.043; m‐Cxcl9 *P* = 0.046; m‐Il1b *P* = 0.0367; m‐Stat1 *P* = 0.049; m‐Tlr2 = 0.00182; m‐Arg‐1 *P* = 0.0013).Representative images of COMBO‐treated tumor sections co‐stained with an antibody against CD68 and an anti‐CCR7 antibody (M1‐like polarization) or anti‐C206 antibody (M2‐like polarization). The scale bars represent 50 μm.Graphs showing the quantification of FACS analysis of infiltrating F4/80^+^ tumor macrophages and average percentage of median fluorescence intensity (MFI) of TNFα^+^ or INOS^+^ on F4/80^+^ cells after *ex vivo* stimulation with PMA and ionomycin in vehicle (*n* = 4 tumors) and COMBO (*n* = 6 tumors), *P < 0.05 versus vehicle (TNFα *P* = 0.037; INOS *P* = 0.038).Graphs showing the quantification of FACS analysis of infiltrating CD11^+^Ly6C^+^ tumor monocytes and average percentage of MFI of TNFα^+^ or INOS^+^ on CD11^+^Ly6C^+^ cells after *ex vivo* stimulation with PMA and ionomycin in vehicle (*n* = 4 tumors) and COMBO (*n* = 6 tumors), *P < 0.05 versus vehicle (TNFα *P* = 0.048; INOS *P* = 0.038).Graph showing the quantification of circulating CD11^+^Ly6C^+^ monocytes in peripheral blood analyzed by FACS in vehicle (*n* = 4 tumors)‐ and COMBO (*n* = 6 tumors)‐treated tumors.Cell viability measured as fluorescence intensity of ZsGreen‐A375 cells co‐cultured with cells isolated from xenograft treated with vehicle or COMBO after 48 h. Data are representative of one experiment of two done in triplicate. *P = 0.046 versus vehicle.Data information: The results are given as the mean ± SEM. Significance was assessed by Student's *t‐*test (A–F).

To discriminate between a systemic or tumor site‐specific effect of COMBO, we separately assessed the rate of circulating and tumor‐recruited inflammatory monocytes (CD45^+^Cd11b^+^Ly6C^high^ cells; Shi & Pamer, 2011). COMBO increased this cell population in A375 tumors but not in bloodstream (Fig 5D and E). CD45^+^CD11b^+^/Ly6C^high^ tumor‐resident monocytes were further studied by the expression of inflammatory markers TNFα and iNOS (Shi & Pamer, 2011) after *in vitro* stimulation with ionomycin and PMA. As shown in Fig 5D, COMBO regimen enhanced the expression of both markers as compared to untreated tumors. Interestingly, when we analyzed the expression of macrophage chemotactic cytokines produced by tumor cells in the xenograft model, we observed a significant increase in human GM‐CSF and human TNFα levels after PLX4720 exposure independently from bevacizumab treatment (Appendix Fig S5A). To determine whether this M1‐like phenotype correlated with enhanced antitumor effect, we co‐cultured the whole cell population isolated from vehicle‐ or COMBO‐treated xenografts with parental Zs‐Green‐A375 tumor cells to evaluate the cytotoxic effect of leukocytes present in the tumors. Isolated cells from COMBO‐treated tumors induced higher cytolytic activity of co‐cultured Zs‐Green‐A375 cells than cells isolated from vehicle tumors (Fig 5F). This result suggests that TAMs recruited by the COMBO regimen display tumoricidal activity, most likely mediated by the M1 phenotype.

COMBO also recruited neuropilin‐1 expressing monocytes (NEMs), a novel minute myeloid population with antitumoral and vascular‐normalizing effects (Carrer *et al*, 2012). We observed an increase in the CD11b^+^Nrp1^+^Gr1^−^ cells in dual therapy‐treated A375 xenografts compared with the controls (NEMs percentage area, 5.2 ± 0.9% vs. 1.4 ± 0.3). Interestingly, PLX4720 alone was ineffective, and bevacizumab showed an inhibitory trend of the basal recruitment rate observed in absence of therapy (PLX4720, 2.2 ± 0.8%, bevacizumab, 0.3 ± 0.2%) (*n* = 5 tumors; Appendix Fig S5B).

The amount of CD11b^+^Gr1^+^ cells, which identify myeloid‐derived suppressor cells (Shojaei *et al*, 2007), was negligible in untreated tumors and in all treatment conditions (not shown).

### Dual BRAF^V600E^ and VEGF targeting promotes ECM remodeling

The microarray data also highlighted ECM remodeling in A375 xenografts. 

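Glycoproteins of the extracellular matrix were lower with COMBO than the mean of the other groups. Of 35 genes, 34 had a lower mean, for a mean log2 fold change of -0.68 (adjusted p = 1.23e-09 from limma's camera, and adjusted p = 0.164 with an estimated correlation), and 0 rose, 0 fell and 35 did not pass the test of single genes (0 higher and 4 lower when adjusted over the list alone). Nid2 (adjusted p = 0.0657 from limma) and Spon2, a spondin that binds bacteria and integrins (adjusted p = 0.46), were detected on every array of the other groups and on no COMBO array, and Fbln2, or fibulin 2, had -1.58. The collagen-modifying enzymes had a mean of -0.61 (adjusted p = 1.98e-07 from limma's camera, and adjusted p = 0.184 with an estimated correlation), with Lox at -1.98 (adjusted p = 0.134). Fibroblast markers other than collagens, 16 in all, had a mean of -0.82 (adjusted p = 1.01e-06 from limma's camera, and adjusted p = 0.164 with an estimated correlation), and 0 rose, 0 fell and 16 did not pass the test of single genes (0 higher and 6 lower when adjusted over the list alone). Acta2 had -1.81, Thy1 -1.68 and the microfibril protein Mfap5 -1.45. Without COMBO replicate 1, which carries muscle signal, the glycoproteins had a mean of -0.48, the enzymes -0.40 and the fibroblast markers -0.52. Nid2 passed with COMBO against the other groups without PLX4720 replicate 1 or 2; Thy1 without PLX4720 replicate 1 (-1.77).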

We therefore examined whether matrix deposition was also affected by BRAF^V600E^ and VEGF blockade. We observed that COMBO treatment reduced the amount of type I collagen area fraction (COMBO: 7.3 ± 0.9% vs. vehicle: 14.9 ± 1.1%), while neither single agent was effective (type I collagen‐positive area, PLX4720 14.6 ± 1.3%; bevacizumab: 16.7 ± 0.9%) (*n* = 5 tumors; Fig 6A). The significant reduction in collagen I in COMBO‐treated tumors indicates that blockade of BRAF^V600E^ and VEGF induces the degradation of matrix or prevented matrix production. In tumors, ECM dynamics are largely orchestrated by cancer‐associated fibroblasts (CAFs) (Kalluri & Zeisberg, 2006). Therefore, we investigated whether COMBO treatment could also reduce CAF density. Tumor sections were stained with an antibody against αSMA, a specific marker of CAF and pericytes. We observed that COMBO treatment lowered the density of non‐perivascular αSMA‐positive cells, suggesting a decrease in CAFs (*n* = 5 tumors; Fig 6B).

**Figure 6:**
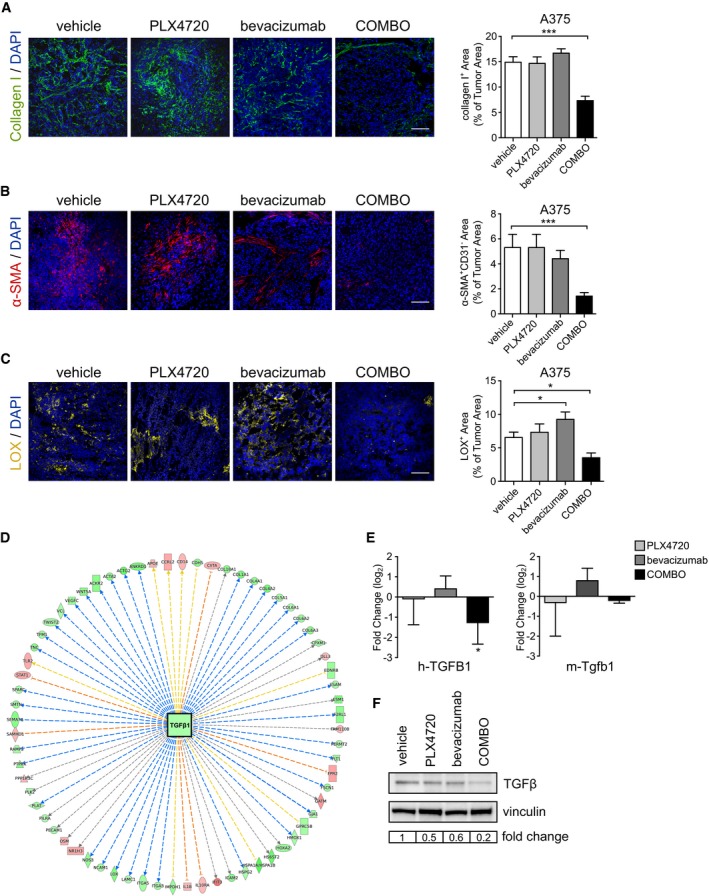
COMBO treatment reduces collagen deposition in A375 xenografts Representative images of collagen deposition determined by collagen I immunofluorescent staining in A375 xenografts treated as indicated. Bar graphs indicate the collagen I^+^ area/tumor area (*n* = 5 tumors). ***P = 2.93E‐06 versus vehicle.Representative images of CAF density determined by α‐SMA immunofluorescence staining in A375 xenografts treated as indicated. Bar graphs indicate α‐SMA^+^ area/tumor area (*n* = 5 tumors). ***P = 0.0006 versus vehicle.Representative images of lysyl oxidase enzyme determined by LOX immunofluorescence staining in A375 xenografts treated as indicated. Bar graphs indicate the LOX^+^ area/tumor area (*n* = 3 tumors). *P < 0.05 versus vehicle (bevacizumab *P* = 0.033; COMBO *P* = 0.040).Ingenuity pathway analysis (IPA) identified TGFβ1 as one of the most significant upstream regulators (activation *z*‐score = −4.753, *P* = 2.1E10E‐29; predicted activation state: inhibited) of the specifically modulated genes after COMBO treatment, according to microarray analysis. Shades of red indicate the degree of up‐regulation while shades of green indicate the degree of down‐regulation of significant downstream genes.Quantitative real‐time PCR of h‐TGFB1 and m‐Tgfb1 of A375 xenograft treated with PLX4720, bevacizumab, or COMBO. Data are presented as expression fold change (log_2_) compared with vehicle after normalization for the housekeeping gene TBP (*n* = 3 tumors). *P = 0.043 versus vehicle.Western blot for human TGFβ in total protein extract from A375 tumors treated as indicated. Vinculin was used as an internal control.Data information: The scale bars represent 100 μm in (A–C). The results are given as the mean ± SEM. Significance was assessed by one‐way ANOVA test followed by *post hoc* pairwise analysis test (A–C) and Student's *t‐*test (E).Source data are available online for this figure.

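On the mouse arrays, 18 matrix metalloproteinases and their inhibitors had a mean log2 fold change of -0.62 with COMBO against the other groups (adjusted p = 0.000211 from limma's camera, and adjusted p = 0.139 with an estimated correlation), and 0 rose, 1 fell (Mmp12) and 17 did not pass the test of single genes (0 higher and 4 lower when adjusted over the list alone). Mmp12 (adjusted p = 0.0416) was detected on no COMBO array and on 8 of the other 9 arrays, and it also fell with PLX4720 against vehicle. Mmp3, a stromelysin, had -2.13 (standard error 0.69, adjusted p = 0.338) and Mmp9, a gelatinase, had -1.004 (standard error 0.54, adjusted p = 0.653, all from limma). Against vehicle, Mmp3 had -1.94 with COMBO and -0.33 with PLX4720, and Mmp9 had -1.24 and -0.79. With median scaling the PLX4720 values turned positive, 0.61 for Mmp3 and 0.11 for Mmp9, and with housekeeping scaling 0.06 for Mmp3. Mmp12 did not pass with COMBO against the other groups without vehicle replicate 1, bevacizumab replicate 1, 2 or 3, or COMBO replicate 1 or 2. Mmp9 passed with PLX4720 without PLX4720 replicate 3 (log2 fold change -1.56). Mmp12 passed with COMBO against the other groups in 12 of 24 other settings (2 of the 5 scalings among them).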

Of relevance, microarray analyses of murine gene expression data indicated that proteolytic enzymes, including matrix metalloproteinases (Mmp3, Mmp9, Mmp10; Fig 3E) were reduced after COMBO treatment. Therefore, it is plausible that the reduced amount of collagen I in COMBO‐treated tumors mainly reflects impaired deposition rather than increased degradation. We investigated also the expression of lysyl oxidase (LOX), which regulates tissue stiffness by collagen cross‐linking (Barker *et al*, 2012). Of interest, COMBO treatment reduced the LOX expression (COMBO: 3.5 ± 0.7% vs. vehicle: 6.6 ± 0.8%), while PLX4720 single‐drug treatment did not alter its expression and bevacizumab modestly increased its levels (*n* = 3 tumors; Fig 6C). Accordingly, IPA analyses of murine gene modulated by COMBO indicated that TGFβ1 signaling, which is involved in regulating the cellular production of ECM molecules and CAF differentiation (Shukla *et al*, 2014), was a top upstream regulator of the class of genes negatively modulated by COMBO (Fig 6D and Appendix Table S5). 

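Of 33 genes of the response to TGFβ, 26 had a lower mean with COMBO than with vehicle, for a mean log2 fold change of -0.60 (adjusted p = 0.000794 from limma's camera, and adjusted p = 0.189 with an estimated correlation), and 0 rose, 1 fell (Inhba) and 32 did not pass the test of single genes (1 higher and 4 lower when adjusted over the list alone). After Inhba, Col1a1, Lox and Acta2 had the largest differences, -1.90 in the case of Acta2 (standard error 0.47, adjusted p = 0.109 from limma). Against PLX4720 the list had a mean of -0.48 with COMBO (adjusted p = 0.0191 from limma's camera, and adjusted p = 0.642 with an estimated correlation), and 0 rose, 0 fell and 33 did not pass the test of single genes (0 higher and 3 lower when adjusted over the list alone). This mean was -0.25 without PLX4720 replicate 2 and -0.26 without COMBO replicate 1, and the list passed in neither case. With PLX4720 alone it had -0.12 against vehicle (adjusted p = 0.657 from limma's camera, and adjusted p = 0.848 with an estimated correlation), or 0.76 with median and 0.21 with housekeeping scaling, 0.09 without PLX4720 replicate 1 and -0.35 without PLX4720 replicate 2, and with bevacizumab -0.08 (adjusted p = 0.734 from limma's camera, and adjusted p = 0.919 with an estimated correlation). Without COMBO replicate 1 the mean against vehicle was -0.38. Inhba did not pass with COMBO against vehicle without vehicle replicate 2 or 3, bevacizumab replicate 2 or 3, or COMBO replicate 1 or 2 (log2 fold change -2.49 to -3.35). Inhba passed with COMBO against vehicle in 11 of 25 other settings (0 of the 5 scalings among them).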

The value of this computational prediction was experimentally confirmed. COMBO did not significantly modify the abundance of murine *Tgfb1* mRNA, but it was the most effective treatment in reducing the level of human TGFβ analyzed by a pan TGFβ antibody and of human TGFB1 transcript (Fig 6E and F).

### TAMs recruited by COMBO regimen are instrumental in the enhanced antitumor effect

To explore the role of TAMs in the enhanced tumor activity observed in COMBO treatment, clodronate liposomes were used to deplete macrophages during treatments. Clodronate alone promoted a tumor inhibitory effect as previously reported in other tumor models (Fischer *et al*, 2007). Nevertheless, clodronate co‐administration impaired the effect of COMBO, which had a cytostatic effect without inducing tumor shrinkage (COMBO plus clodronate: 129.6 ± 35.2% of tumor starting size, COMBO: 33.2 ± 14.6% of tumor starting size; Fig 7A). Immunofluorescence staining of F4/80^+^ cells confirmed that clodronate liposomes really depleted macrophages in COMBO‐treated A375 tumors (F4/80^+^ area, 23.5 ± 1.7% in COMBO group and 2.2 ± 0.2% in COMBO clodronate group; Fig 7B). Interestingly, the decreased type I collagen deposition induced by COMBO treatment still persisted in the presence of clodronate liposomes (Fig 7C), suggesting that the ECM remodeling mostly depended on a direct effect of the combination of VEGF and BRAF inhibition.

**Figure 7:**
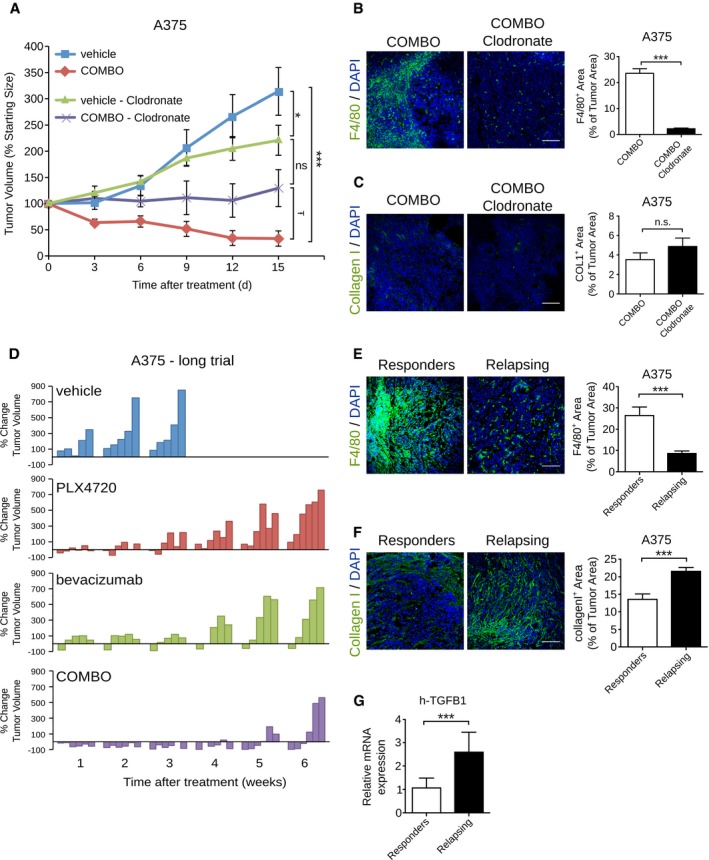
Bevacizumab delays tumor relapse after acquired resistance to PLX4720 in A375 xenografts through macrophage recruitment Effect of clodronate liposomes on tumor growth inhibition induced by COMBO treatment in mice bearing A375 tumors. Tumor growth is expressed as % change of the initial tumor. Macrophage depletion by clodronate liposome enhanced the tumor growth of tumors treated with the combination of PLX4720 and bevacizumab (*n* = 5 mice/group). *P = 0.049 vehicle + clodronate versus vehicle, ***P = 5.72E‐06 COMBO versus vehicle, ^Ŧ^ *P* = 0.033 COMBO + clodronate versus COMBO.Representative images of macrophage infiltration determined by F4/80 immunofluorescence staining in A375 xenografts treated as indicated. Bar graphs indicate the F4/80^+^ area/tumor (*n* = 3 tumors), ***P = 1.53E‐25 versus vehicle.Representative images of collagen deposition determined by collagen I immunofluorescence staining in A375 xenografts treated as indicated. Bar graphs indicate the collagen I^+^ area/tumor (*n* = 3 tumors).Waterfall plots showing the percent change in volume (relative to the initial tumor volume) for the individual A375 xenografts in each treatment group (vehicle, PLX4720, bevacizumab, and COMBO) from week 1 to week 6.Representative images of macrophage infiltration determined by F4/80 immunofluorescence staining in a responder and a relapsing A375 xenografts. Bar graphs indicate the F4/80^+^ area/tumor (*n* = 3 mice). ***P = 1.25E‐06 versus vehicle.Representative images of collagen deposition determined by collagen I immunofluorescence staining in a responder and a relapsing A375 xenografts. Bar graphs indicate the collagen I^+^ area/tumor (*n* = 3 mice). ***P = 4.03E‐05 versus vehicle.Real‐time quantitative PCR of h‐TGFB1 in A375 xenograft treated with PLX4720, bevacizumab, or COMBO. Data are presented as expression fold change (log_2_) of relapsing tumors compared to responder tumors after normalization for the housekeeping gene TBP (*n* = 3 tumors). ***P = 0.0006 versus vehicle.Data information: The scale bars represent 100 μm. The results are given as the mean ± SEM. Significance was assessed by one‐way ANOVA test followed by *post hoc* pairwise analysis test (A) and Student's *t‐*test (B, C, E–G).

### COMBO regimen delays the onset of acquired resistance to BRAF^V600^ inhibition by PLX4720

Clinical experience with the PLX4720 analog vemurafenib recently demonstrated that the efficacy of long‐term treatment for patients with melanoma is hampered by the inevitable development of acquired resistance to the drug (Bollag *et al*, 2010; Flaherty *et al*, 2012). Therefore, we investigated the therapeutic effect of PLX4720 and bevacizumab alone or in combination over a period of 6 weeks in melanoma A375 xenografts. After 2 weeks of treatment, detectable tumor relapse progressively occurred in mice that received mono‐therapy with PLX4720 or bevacizumab. After 6 weeks, tumor volumes were comparable to untreated controls (Appendix Fig S6A). In COMBO‐treated mice, only three of six tumors resumed growth after 6 weeks while three were still in response (one complete, two partial; Fig 7D).

Interestingly, infiltrating F4/80^+^ macrophages were still massively detectable in the responding mice but almost absent from relapsed ones (F4/80^+^ area, 29.8 ± 3.4% in responder mice and 6.7 ± 0.8% in relapsed mice; Fig 7E). In accordance, relapsing mice showed an increase in type I collagen area (collagen I^+^ area, 13.6 ± 1.6% in responder mice and 21.6 ± 1.1% in relapsed mice; Fig 7F). Of note, the transcript of pro‐fibrotic cytokine TGFβ1 (Shukla *et al*, 2014) was increased in tumor cells of relapsing mice (Fig 7G). We also confirmed the M1 phenotype of macrophages recruited in responder mice (Appendix Fig S6B). The level of transcripts encoding GM‐CSF, which activates and primes leukocytes, was also higher in responder than in relapsing tumors (*n* = 3 tumors; Appendix Fig S6C). Furthermore, as indicated by CD31 staining, relapsing tumors still exhibited MVA reduction (Appendix Fig S6D), which was accompanied by an increase in hypoxic area (*n* = 3 tumors; Appendix Fig S6E).

Collectively, these results indicate that M1‐like macrophages recruited by COMBO prolonged remission in mouse xenografts and effectively helped to delay the onset of acquired resistance to PLX4720.

## Discussion

The connections between cancer and stroma cells are a largely unexplored area of cancer biology. These connections can deeply influence not only cancer progression but also the clinical responses to oncogene‐targeted therapies (Mantovani & Allavena, 2015).

Here, we demonstrate that targeting the vascular compartment of tumor tissue with bevacizumab can modulate response to PLX4720 of melanoma xenografts harboring the BRAF^V600E^ mutation. The final result of the drug combination is an enhanced anticancer effect and a delay of the onset of resistance to PLX4720. This effect is the result of the following biological processes, which are not triggered by treatment with either drug alone: (i) the recruitment of M1 polarized TAMs, which have efficient antitumor activity (Mantovani & Sica, 2009); and (ii) remodeling of the ECM characterized by a reduction in collagen I and in CAFs. This cooperative effect is mediated by the adoption of a *de novo* transcriptional signature (neomorphic effect) (Pritchard *et al*, 2013), that was not observed in the presence of either agent alone.

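The effect of COMBO beyond the sum of the effects of its parts was tested for each gene in limma, as the difference between COMBO and PLX4720 minus that between bevacizumab and vehicle. At an adjusted p under 0.05, 12 genes had a positive non-additive effect and 0 a negative one, and 743 were negative at an unadjusted p under 0.05. The phosphatase Minpp1 (non-additive effect 3.59, standard error 0.56, adjusted p = 0.0431), Setd5 (3.58, standard error 0.55, adjusted p = 0.0431), the Golgi GTPase Rab6a (3.33, standard error 0.53, adjusted p = 0.0431) and Gpat3 (3.18, standard error 0.35, adjusted p = 0.0101) were among the largest, but other probes gave 1.04 and -0.47 for Minpp1, 0.42, 2.70 and 0.32 for Rab6a and -0.26 for Gpat3. The 17 genes of the ERK pathway's output had a mean non-additive effect of 0.29 (adjusted p = 0.105 from limma's camera, and adjusted p = 0.727 with an estimated correlation). It was -0.29 with median scaling, 0.18 without PLX4720 replicate 1, and passed at 0.37 without COMBO replicate 1. Of these genes, 2 passed above 0 (Dusp4, Etv1), 0 below 0 and 15 did not pass the test of single genes (2 above and 0 below when adjusted over the list alone). Dusp4, a phosphatase of ERK, had 2.94 and the transcription factor Etv1 3.18, each on the brightest of several detected probes. In both, PLX4720 alone was below vehicle (log2 fold change -2.76 for Dusp4 and -2.52 for Etv1), and COMBO was nearer to it (-0.92 and -0.72). PLX4720 acts on mutant BRAF in the human tumor cells. Whether human RNA on the mouse probes contributed to the values of Dusp4 and Etv1 was not tested. None of the 210 genes that passed with COMBO alone had an adjusted p under 0.05 for the non-additive effect, and 40 had an unadjusted p under 0.05 in the direction of COMBO. The split of 12 and 0 was 21 higher and 5 lower without background correction and 1 higher and 3 lower with median scaling, and the count was 0 with housekeeping scaling, 1 with cyclic loess and with the authors' normalized values, and 23 with array weights. It was 125 without PLX4720 replicate 2, 0 without vehicle replicate 2, bevacizumab replicate 3 or COMBO replicate 1, and between 1 and 3 without any of the other arrays. Minpp1, Setd5, Rab6a and Dusp4 did not pass for the non-additive effect when any array but PLX4720 replicate 2 was left out (3.26 to 3.84 for Minpp1, 3.29 to 3.91 for Setd5, 2.98 to 3.62 for Rab6a and 2.67 to 3.08 for Dusp4); Gpat3 without vehicle replicate 2, bevacizumab replicate 3, or COMBO replicate 1 (3.10 to 3.18); Etv1 when any array but PLX4720 replicate 2 or bevacizumab replicate 2 was left out (2.96 to 3.28). Minpp1 passed for the non-additive effect in 6 of 24 other settings (0 of the 5 scalings among them), Setd5 in 7 (1), Rab6a in 7 (1), Gpat3 in 18 (4), Dusp4 in 7 (1) and Etv1 in 8 (1).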

The COMBO treatment triggers a neomorphic footprint mainly characterized by the presence of M1‐like TAMs. This immune response is sustained by a general modification of the entire tumor transcriptional landscape characterized by an enrichment of genes related to leukocyte recruitment. We hypothesize that the COMBO promotes the recruitment of inflammatory monocytes that undergo M1 polarization switch necessary for the enhanced efficacy of this regimen on A375 xenografts compared to single agents. This hypothesis is based on the *in vitro* cytotoxic effect on A375 cells of the bulk tumor cell population isolated from COMBO‐treated mice, but not from untreated mice had. Furthermore, the comparative analysis of responder and relapsing A375 xenografts after long‐term COMBO treatment demonstrated that M1‐like TAM infiltrate persists in the former but not in the latter. Interestingly, BRAF^V600E^ inhibition by PLX4720 can dampen the immune‐suppressive activity observed in melanomas (Khalili *et al*, 2012; Frederick *et al*, 2013).

A second effect of COMBO treatment on myeloid compartment is an increase in a subpopulation expressing neuropilin‐1 and CD11b, which have been reported to favor vascular normalization and inhibit tumor growth when directly injected in B16.F10 melanomas at relative high cell concentration (2 × 10^5^ cells/tumor) (Carrer *et al*, 2012).

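In the mouse arrays the collagen chains had a mean log2 fold change of -0.87 with COMBO against PLX4720 (adjusted p = 4.92e-06 from limma's camera, and adjusted p = 0.481 with an estimated correlation), and 0 rose, 1 fell (Col8a2) and 29 did not pass the test of single genes (0 higher and 11 lower when adjusted over the list alone). Their non-additive effect, COMBO minus PLX4720 less the difference between bevacizumab and vehicle, had a mean of -0.85 (adjusted p = 0.00083 from limma's camera, and adjusted p = 0.727 with an estimated correlation), and 0 passed above 0, 0 below 0 and 30 did not pass the test of single genes (0 above and 1 below when adjusted over the list alone). Fibroblast markers had a mean non-additive effect of -1.20 (adjusted p = 0.00256 from limma's camera, and adjusted p = 0.727 with an estimated correlation) and matrix glycoproteins of -0.70 (adjusted p = 0.00825 from limma's camera, and adjusted p = 0.727 with an estimated correlation). The glycoproteins had -0.38 without PLX4720 replicate 2 and -0.61 without vehicle replicate 1, and passed in neither case. Col3a1, the chain of collagen III, had -2.04 (standard error 0.77, adjusted p = 0.271 from limma). Col8a2 did not pass with COMBO against PLX4720 when any array but vehicle replicate 3 or PLX4720 replicate 2 was left out (log2 fold change -1.94 to -2.61). Col8a2 passed with COMBO against PLX4720 in 11 of 25 other settings (4 of the 5 scalings among them).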

The second neomorphic effect of COMBO influences genes involved in ECM remodeling and cell‐matrix adhesion. Similar to the signature reported by Hirata *et al* (2015), PLX4720 monotherapy of A375 xenografts increased the transcription of human genes involved in ECM organization and biological cell adhesion. The administration of PLX4720 in combination with bevacizumab counteracted this signature and reduced the number of CAFs and the amount of collagen I. As reported for M1‐like TAM infiltrate, responder mice to the COMBO continue to show reduced amount of collagen, but relapsing do not. These data confirm and extend the relevance of ECM and CAFs in priming resistance to BRAF^V600E^ inhibition. Paradoxically, CAFs are activated by vemurafenib or its analogue PLX4720 and they produce hepatocyte growth factor (HGF), which re‐activates the MAPK signaling pathway, resulting in BRAF inhibition. This effect is reversed by blocking the HGF/MET axis (Straussman *et al*, 2012; Wilson *et al*, 2012). A second mechanism has been recently identified and demonstrates that the paradoxical activation of fibroblastic stroma triggered by PLX4720 modifies tumor stiffness, which provides an alternative route of MAPK activation by an integrin‐mediated outside‐in effect, resulting in cancer survival (Hirata *et al*, 2015).

COMBO does not increase the expression of ECM degrading MMPs, but it reduces the expression of LOX, a key enzyme in the formation of collagen fibrils (Barker *et al*, 2012), supporting the notion that VEGF removal by bevacizumab can balance the effect of PLX4720 on ECM and its negative consequence on therapeutic response.

However, other mechanisms could explain the effect of COMBO treatment on the fibroblast compartment. Interestingly, vascular normalization induced by the calcium antagonist verapamil with cilengitide, an integrin mimetic peptide, reduces ECM deposition and the desmoplastic reaction in a model of pancreatic ductal adenocarcinoma (Wong *et al*, 2015).

The effect of COMBO on ECM deposition can also affect the inflammatory response. For example, mice lacking the ECM glycoprotein SPARC have an increased number of macrophages in tumors (Puolakkainen *et al*, 2004). Additionally, collagen I has inhibitory effects on immune cells, attenuating their tumor‐suppressive function. Collagen inhibits the ability of macrophages to kill cancer cells by blocking their polarization and activation (Kaplan, 1983). Collagen deposition in tumor microenvironment has also been directly implicated as a barrier to T‐cell entry and subsequent cytotoxic activity (Salmon *et al*, 2012). Finally, LOX inhibition in transgenic mice developing pancreatic adenocarcinoma prolongs tumor‐free survival and is associated with decreased fibrillar collagen and increased infiltration of macrophages and neutrophils (Miller *et al*, 2015). In general, strategies alleviating the forces that cause vessel compression improve perfusion and subsequent cell trafficking and delivery of drugs (Stylianopoulos & Jain, 2013).

The third neomorphic effect of COMBO concerns the ability of PLX4720 to modulate the effect of bevacizumab on blood vessels. Bevacizumab and, in general, all drugs targeting the VEGF/VEGF receptors axis reduce tumor capillaries by abrogating the pro‐survival and proliferative effects of VEGF (Ferrara *et al*, 2003). In principle, drastic shrinkage of tumor vasculature promotes hypoxia, which can favor tumor progression in preclinical models (Ebos *et al*, 2009; Paez‐Ribes *et al*, 2009). Based on our previous observations (Bottos *et al*, 2012), PLX4720 normalizes the tumor vasculature with a reduction in hypoxic areas and improves blood flow. These effects also persist in the presence of bevacizumab, which alone does not improve basal perfusion and tumor oxygenation. 

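Genes of hypoxia and glycolysis were lower on the mouse arrays with PLX4720. The paper reports that human hypoxia genes were down with PLX4720 and COMBO as well. Whether human RNA on the mouse probes contributed to the values of this list was not tested. Of 30 genes, 0 rose, 11 fell and 19 did not pass the test of single genes (0 higher and 13 lower when adjusted over the list alone), with a mean log2 fold change of -0.90 (adjusted p = 3.38e-06 from limma's camera, and adjusted p = 0.447 with an estimated correlation). Slc2a1, the glucose transporter GLUT1, fell (log2 fold change -2.56, standard error 0.23, adjusted p = 0.00047), as did the phosphofructokinase Pfkp (log2 fold change -3.36, standard error 0.80, adjusted p = 0.0224) and Egln3, a prolyl hydroxylase that senses oxygen (log2 fold change -2.53, standard error 0.42, adjusted p = 0.00517). With COMBO the list had a mean of -0.66 (adjusted p = 1.69e-06 from limma's camera, and adjusted p = 0.13 with an estimated correlation), and 0 rose, 1 fell (Slc2a1) and 29 did not pass the test of single genes (0 higher and 6 lower when adjusted over the list alone). Slc2a1 had a log2 fold change of -1.54 (adjusted p = 0.0315). With bevacizumab it had 0.06 (adjusted p = 0.704 from limma's camera, and adjusted p = 0.919 with an estimated correlation), and between -0.04 (without vehicle replicate 2) and 0.21 (without vehicle replicate 3) with single arrays left out. The angiogenesis list had a mean of -0.77 with COMBO (adjusted p = 3.52e-07 from limma's camera, and adjusted p = 0.0518 with an estimated correlation), and 0 rose, 3 fell (Angpt2, Flt1, Vegfc) and 30 did not pass the test of single genes (1 higher and 12 lower when adjusted over the list alone), with Angpt2 at -2.42 (adjusted p = 0.0224) and Tie1, which no COMBO array detected, at least 3.96-fold lower (adjusted p = 0.117). Pfkp had -2.16 with PLX4720 without PLX4720 replicate 1, where it passed. Pfkp did not pass with PLX4720 without vehicle replicate 2 or 3 (log2 fold change -3.25 to -3.29). Slc2a1 did not pass with COMBO against vehicle without vehicle replicate 2 or 3, bevacizumab replicate 3, or COMBO replicate 1 or 2 (log2 fold change -1.38 to -1.61); Angpt2 without vehicle replicate 2 or 3, or COMBO replicate 1 or 2 (-2.11 to -2.69); Flt1 and Vegfc without vehicle replicate 1, 2 or 3, bevacizumab replicate 3, or COMBO replicate 1 or 2 (-1.30 to -2.07 for Flt1). Tie1 passed with COMBO against vehicle without PLX4720 replicate 3. Pfkp passed with PLX4720 in 18 of 25 other settings (5 of the 5 scalings among them). Slc2a1 passed with COMBO against vehicle in 15 of 25 other settings (3 of the 5 scalings among them), Angpt2 in 17 (4), Flt1 in 15 (3) and Vegfc in 13 (2).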

In accordance with these functional observations, PLX4720 and COMBO treatments result in decreased expression of genes regulating angiogenesis and the response to hypoxia.

The vascular‐normalizing effect of COMBO could function cooperatively with the above neomorphic effect on macrophage recruitment and indirectly favor the adaptive immune response. This hypothesis is supported by the evidences accumulated in responder and relapsing mice characterized by the correlation between the normoxic state and the abundance of TAMs. Substantial evidences suggest that the rescue of the hypoxic state by vascular perfusion reprograms the tumor microenvironment from immunosuppressive to immunosupportive. Vascular normalization facilitates the infiltration of cytotoxic T cells (Huang *et al*, 2012), and M2 and M1 polarizations are, respectively, promoted by hypoxia and normoxia (Casazza *et al*, 2013; Laoui *et al*, 2014). Hypoxia also recruits regulatory T‐cell (Treg) effectors for tumor tolerance (Facciabene *et al*, 2011), and up‐regulates the expression of programmed death (PD‐1) ligand 1 (Noman *et al*, 2014), which favors the suppressive activity of MDSC (Greenwald *et al*, 2005). Among the immunosuppressive factors produced by tumor cells, VEGF plays a key role in suppressing dendritic cell maturation (Gabrilovich *et al*, 1996), thus impairing an effective tumor antigens presentation and the rise of specific antitumor immunity. VEGF promotes MDSC differentiation (Lechner *et al*, 2010) and regulatory T‐cell proliferation (Terme *et al*, 2013). Then, FLT‐1 expressing monocytes can be recruited by VEGF into the tumor (Mantovani & Sica, 2009) and act together with the Th2 cytokine IL‐4 to promote M2 polarization of macrophages (Linde *et al*, 2012). The immune‐suppressive role of VEGF was further highlighted by the delayed melanoma growth observed after its silencing. VEGF down‐modulation resulted in a decrease in Tregs and MDSC and an increased effector T‐cell activation in tumor infiltrates. Together, these events restored tumor sensitivity to treatment with antibodies against the checkpoint inhibitors PD‐1 and CTLA‐4 (Courau *et al*, 2016).

Our findings provide an intriguing experimental platform to explore possible synergism with immunotherapy strategies and support a previous study performed in mice transplanted with a BRAFV600E melanoma cell line poorly sensitive to PLX4720 (Knight *et al*, 2013). In this model, the BRAF inhibitor did not increase the tumor immunogenicity, but it favored the recruitment of CD8 and natural killer cells. PLX4720 treatment significantly reduces the production of tumoral VEGF, enhancing tumor infiltration by antigen‐specific T lymphocytes (Liu *et al*, 2013). In general, contrasting the VEGF effect along with simultaneous BRAF inhibition can turn into a promotion of adaptive immune responses. From a clinical perspective of the treatment of BRAF‐mutated melanomas, this synergism could be exploited with either immune‐checkpoint modulators (Anti‐PD1 Ab or Anti CTLA‐4) (Postow *et al*, 2015) or with approaches based on adoptively transferred antitumor lymphocytes (Kwong *et al*, 2013). Antitumor T cells avoid hypoxic areas, and tissue oxygenation restores their activity and efficacy of checkpoint inhibitors (Hatfield *et al*, 2015). Interestingly, bevacizumab shows synergistic effect with ipilimumab, which blocks CTLA4, improving survival in patients with metastatic melanoma (Hodi *et al*, 2014). Therefore, our findings provide biologic strong rational to explore, within dedicated immunocompetent models, the potential beneficial modulation of antitumor adaptive immune response consequent to the double VEGF and BRAF inhibition.

Our holistic experimental approach is poorly instructive on the molecular players involved by COMBO and on the cellular targets. However, bioinformatic predictions experimentally validated (Fig 6) suggest that human TGFβ1 is one of the strong candidate to orchestrate the neomorphic effects of COMBO in A375 xenografts. Actually, the pleiotrophic roles of TGFβ1 include the suppressive activity (Yang *et al*, 2010), the capability to promote CAF differentiation and ECM remodeling (Evans *et al*, 2003; Shukla *et al*, 2014), and the vascular regulatory functions (Jakobsson & van Meeteren, 2013). On the basis of the differential transcriptomic effects of bevacizumab and PLX4720 alone, we can predict that bevacizumab has an exclusive effect on stroma. However, PLX4720 has a wider effect on both tumor and stromal cells, as also reported by the literature (Straussman *et al*, 2012, Wilson *et al*, 2012; Hirata *et al*, 2015).

Overall, our data suggest that in preclinical models the removal of VEGF can increase the efficacy of BRAF^V600E^ inhibitors by inducing vascular normalization, overcoming immune tolerance and modifying the role played by CAFs. Further experiments will be required to investigate how T and B cells, which are absent in CD1 mice used in this work, modify the functional performance of the association between BRAFV600E targeting and VEGF removal.

## Materials and Methods

### Cell lines and reagents

MC‐1 cells were kindly provided by L. Xu and R.O. Hynes (Massachusetts Institute of Technology, Boston) and maintained in DMEM containing Glutamax™ (GIBCO Invitrogen Life Technologies, Carlsbad, CA, USA) and supplemented with 10% fetal bovine serum (FBS), 1 mM sodium pyruvate, 25 mM HEPES pH 7.4, 1 × MEM vitamin solution, 1 × MEM non‐essential amino acids and 100 μg/ml gentamicin (all from Invitrogen Life Technologies). A375 and COLO205 were obtained from ATCC. A375 and COLO205 were, respectively, maintained in DMEM and in RPMI1640 with 10% FBS. All media were supplemented with 1% penicillin/streptomycin and 2 mM glutamine. The cells were grown according to standard protocols in a 37°C humidified, 5% CO_2_ incubator. All cell lines were regularly verified as mycoplasma‐free using a PCR‐based test (Minerva Biolabs). Cell lines were authenticated by short tandem repeat profiling (Cell ID System; Promega) at 10 different loci (D5S818, D13S317, D7S820, D16S539, D21S11, vWA, TH01, TPOX, CSF1PO, and amelogenin).

PLX4720 was purchased from Selleck Chemicals, dissolved in DMSO at a final concentration of 500 mM and stored in aliquots at −80°C. Clinical‐grade bevacizumab (Avastin, Roche) was stored as a stock solution of 25 mg/ml.

### Immunofluorescence analyses

Tumors samples were frozen in OCT compound and cut into 10‐μm‐thick sections after overnight treatment at 4°C in 30% sucrose solution. Tissue slices were fixed in 4% paraformaldehyde for 10 min at room temperature. The antibodies used for specific human or murine tissue immunostaining were as follows: anti‐Ki67 (#MA5‐14520; Invitrogen); anti‐CD31 (#550274; BD Pharmingen); anti‐NG2 (#AB5320; Millipore); anti‐CD45 Alexa Fluor 647‐conjugated (#103124; Biolegend); anti‐CD68 (#ab125212; Abcam); anti‐F4/80 (#MCA497A488; Bio‐Rad); anti‐collagen I (#ab21286; Abcam); anti‐LOX (#ab31238; Abcam); anti‐α‐SMA Cy3‐conjugated (#C6198; Sigma); anti‐Gr1 (#108402; BioLegend); anti‐Nrp1 (#AF566; R&D Systems); anti‐CCR7 (#NB100‐712; Novusbio); anti‐CD206 Alexa Fluor 488‐conjugated (#141710; Biolegend); and anti‐CD11b PE‐conjugated (#12‐0112‐82; Affymetrix eBioscience). The sections were then incubated with the appropriate fluorescence‐conjugated secondary antibodies (Alexa 647 or 488, Life Technologies), and nuclei were counterstained with DAPI (Life Technologies). The samples were mounted using fluorescent mounting medium (Dako). All immunofluorescence images were captured and analyzed using a Leica SPEII confocal laser‐scanning microscope (Leica Microsystems). Image acquisition was performed maintaining the same laser power, gain, and offset settings. Multiple independent fields (15–20 for every sections; 20× or 40× magnification) per tumor section were randomly chosen and analyzed from at least three tumors for each experimental condition. Image quantification was performed using NIH ImageJ and expressed as the fluorescence area. The MVD and MVA were quantified by counting CD31^+^ vessels per mm^2^ and measuring the CD31^+^ area in the total field area. CD31^+^ vessels were hand traced using ImageJ image analysis software to calculate the lumen vessel perimeter and area. Perivascular pericyte coverage was quantified by double staining of CD31 and NG2. Cell apoptosis was assessed by terminal deoxynucleotidyl transferase dUTP nick‐end labeling (TUNEL) assay (Roche) according to the manufacturer's specifications and by M30 CytoDEATH antibody (Roche), which recognizes a cytokeratin 18‐specific cleavage product of the caspase cascade. All figures are representative of a tumor with a size included the in median size of the group analyzed.

### Tumor hypoxia and perfusion

Tumor hypoxia was detected by the formation of pimonidazole adducts at 1 h after intraperitoneal (i.p.) injection of 60 mg/kg pimonidazole hydrochloride in tumor‐bearing mice. Mice were then sacrificed, and the tumors were harvested. Frozen sections were immunostained with hypoxyprobe‐1‐FITC‐conjugated antibody (#MAb1; Hypoxyprobe Inc), according to the manufacturer's instructions. To visualize the functional blood vasculature, 200 μl of orange fluorescent microspheres (FluoSpheres; Life Technologies) was administered intravenously 10 min before tumor excision. The tumors were then frozen in OCT for immunofluorescence analysis and stained for CD31. The microsphere distribution was visualized by confocal microscopy using 10‐μm sections, and tumor perfusion was analyzed by counting the % of double‐positive blood vessels. Ten sections were analyzed per tumor.

### *In vivo* tumor growth and lung colonization assays

A375 (10^7^) or COLO205 (5 × 10^6^) cells were subcutaneously injected in 6‐week‐old CD1 female athymic mice (Charles River). Tumor size was measured with a caliper, and tumor volume was calculated by the modified ellipsoid formula: length × (width)^2^/2. When tumors reached a volume of approximately 250–300 mm^3^, mice were randomly assigned to different treatment groups, which were maintained for 2 or 6 weeks. During randomization, mice with a tumor size lower or higher than 250–300 mm^3^ were excluded.

For lung colonization assay, 5 × 10^5^ MC‐1 cells were injected into the tail vein of 6‐week‐old CD1 female mice and the animals mice were randomly assigned to different groups 12 weeks later. Micrometastases were blindly evaluated by light microscopy on paraffin‐embedded and HE‐stained slides. Five sections per tumor were analyzed.

Mice were treated with PLX4720 (daily oral gavage at 60 mg/kg, dissolved in a vehicle of 1% w/v methylcellulose in sterile water), bevacizumab (3 times a week by i.p. administration at 10 mg/kg, diluted with sterile 0.9% saline), the combination of PLX4720 and bevacizumab (COMBO), or equivalent volumes of vehicles.

To identify all significant therapeutic responses with a statistical power of 95%, we calculated the mice sample size by considering: (i) volume variations of ± 40% as random; (ii) volume variation of at least 50% as a therapeutic effect; (iii) a statistical significance of *P* = 0.05. Accordingly, at least five mice/group were used. Animal procedures were approved by the ethical committee of the University of Turin and by the Italian Ministry of Health.

### Microarray experiments

For gene expression profiling analysis, 300 ng of total RNA was amplified and labeled using an Illumina TotalPrep RNA Amplification Kit (Life Technologies). A total of 750 ng of 1,500 ng of labeled cRNA probes was hybridized on the HumanHT‐12 v4.0 or MouseWG‐6 v2.0 Expression Bead Chip, respectively (Illumina). All experiments were performed in biological triplicate (duplicate for COMBO group). Cubic spline‐normalized probe intensity data, together with detection *P*‐values, were obtained using the GenomeStudio software V2011.01 (Illumina). We selected probes characterized by at least one experimental point having a detection *P*‐value < 0.05. For each gene, we retained the associated probe with the largest mean expression value across all samples. The data were log_2_ transformed for all subsequent analyses. For each probe, the log_2_ signal in each sample was converted to the log_2_ ratio against the global average expression of that probe in all samples. The log_2_ ratio expression data were clustered and visualized using GEDAS software (Fu & Medico, 2007). One‐way ANOVA test and LIMMA (Smyth, 2005) were used to identify the modulated genes. For the ANOVA test, *P*‐values were corrected for multiple testing using a Benjamini–Hochberg procedure (Benjamini & Hochberg, 1995), and a cutoff of 0.1 for the false‐discovery rate (FDR) was used to define differentially modulated genes across all four experimental conditions. In the LIMMA analysis, a threshold of | log_2_ FC | of 1 and *P*‐value < 0.01 were used to select genes modulated to the greatest extent; each of the treatments was compared separately to the control samples. The data were analyzed for enrichment in biological themes (GO—Biological Processes) using the Database for Annotation, Visualization, and Integrated Discovery Bioinformatics Resources (DAVID, https://david.ncifcrf.gov).

Gene set enrichment analysis was performed according to the public application from the Broad Institute (http://www.broadinstitute.org/gsea/msigdb/). In particular, after gene filtering, for all the datasets, probes were collapsed on Gene Symbols, again selecting for each Gene the probe with the largest mean expression across all the experiments. GSEA Enrichment statistics were performed with the default setting, based on Pearson metric. *P*‐values and FDRs were calculated by repeating sample permutations 1,000 times.

Ingenuity pathways analysis (Ingenuity Systems) was used to generate gene networks of significantly regulated groups of genes and identify related significant biological functions. Melanoma A375 xenograft microarray data have been deposited in The Gene Expression Omnibus of the National Center for Biotechnology Information (accession number GSE69754).

### Quantitative real‐time PCR

Total RNA was extracted from tumors using an RNeasy mini kit (Qiagen). For cDNA synthesis, a High‐Capacity cDNA Reverse Transcription kit (Life Technologies) was used according to the manufacturer's instructions. An RNA quality check, including concentration and purity, was performed with a Nanodrop ND‐100 (Nanodrop Technologies). Quantitative real‐time PCR was performed on a CFX96 (Bio‐Rad) using SYBR‐green PCR MasterMix (Life Technologies). The PCR thermal profiles were 95°C for 15 s and 60°C for 60 s (40 cycles). All experiments were performed in duplicate. Melting curve analysis was performed for each PCR to confirm the specificity of the amplifications. The housekeeping gene TBP was used to normalize the expression data. The primer sequences and product sizes are indicated in Appendix Table S6.

### Western blotting

Whole tumor samples were lysed in 1 ml of EB buffer (150 mM NaCl, 5 mM EDTA pH 8, 10 mM Tris–HCl pH 7.5, 1 mM Na_3_VO_4_, 1 mM Phenylmethylsulfonyl fluoride, protease inhibitors cocktail, 10% Glycerol, 1% Triton X‐100) and dissociated by gentleMACS dissociator (Miltenyi Biotec). Samples were clarified by centrifugation for 10 min at 10,000 *g*, and proteins (30 μg) were resolved in a 4–20% SDS–PAGE gels and transferred onto PVDF membranes. Blots were incubated overnight at 4°C with mouse anti‐TGFβ (#ab66043; Abcam) or rabbit antivinculin (#V9131; Sigma) antibodies (both at 1:1,000). After washing, membranes were incubated with horseradish peroxidase‐conjugated secondary antibodies (1:10,000; Jackson). The immunoreactive bands were visualized by enhanced chemiluminescence detection kit (Perkin‐Elmer Life Science Products) with the Chemidoc™ Touch Imaging system (Bio‐Rad Laboratories, Inc). Band quantification was performed using Bio‐Rad Quantity One software.

### Flow cytometry

Tumor lysates were prepared by mincing the tumor in DMEM (Sigma) and incubating in collagenase (Roche) at 37°C for 1 h. After washing in PBS, the cells were filtered through 70‐μm filters (BD Biosciences). 5 × 10 cells were re‐suspended in HBSS (Hank's balanced salt solution, Lonza) supplemented with 0.5% BSA (Sigma). Staining was performed at 4°C for 20 min, with the following antibodies: anti‐mouse CD45 (clone 30‐F11, Biolegend San Diego, CA, USA), anti‐mouse F4/80 (clone BM8, Biolegend San Diego, CA, USA), anti‐mouse cd11c (clone N418, Biolegend San Diego, CA), anti‐mouse I‐A/I‐E (clone M5/114.15.2, Biolegend San Diego, CA, USA); anti‐mouse TNFα (clone MP6‐XT22, BD Pharmingen), anti‐mouse Ly6C (clone HK1.4, eBioscience; San Diego, CA, USA); anti‐mouse NOS2 (clone 6/iNOS/NOS Type II, BD biosciences, San Diego, CA, USA) and mouse IgG2a K (BD biosciences, San Diego, CA, USA). For intracellular staining, Cytofix/Cytoperm and Permwash staining kit (BD Pharmingen) were used. Cells were detected using the BD FACS Canto II cytofluorimeter and analyzed with FlowJo software.

### Cell co‐culture

To evaluate the *in vitro* cytotoxic effect of the tumor cell population on A375 cells, the cells were infected with pLVX‐ZsGreen1‐N1 lentivirus (Clontech). Vector production was achieved in HEK‐293T cells transfected with pLVX‐ZsGreen1‐N1 and packaging plasmids. Selection was achieved by a 24‐h cell incubation with puromycin (2 μg/ml). Tumor cells (5 × 10^4^) recovered as described in the “Flow cytometry” section were co‐cultured with Zs‐green‐A375 cells (5 × 10^4^) in 96‐well plates (final volume, 70 μl). Fluorescence was recorded at day 0 and days 2 by fluorescence microscopy (Leica DMI3000B) and analyzed by NIH ImageJ software.

### Macrophage depletion

Macrophage depletion was obtained by treating mice 1 week after A375 cell implantation with i.p. injection of clodronate liposome (200 μl) (Encapsula Nanosciences, Brentwood, TN, USA) and repeated three times per week up to the end of COMBO treatment.

### Statistical analyses

The data are presented as the mean ± SEM. Student's *t*‐test (two tailed) or one‐way ANOVA, followed by *post hoc* pairwise analysis test, was performed using GraphPad Prism version 6.00 (GraphPad Software, La Jolla, CA, USA, www.graphpad.com). *P*‐value < 0.05 was considered significant. The stars in the graphs indicate significance, as detailed in the figure legends.

## Author contributions

VC, DC, FDN, DS, and FB contributed to conception and design; VC, EMi, EMe, FO, and FMC helped in development of methodology; VC, DC, FO, and FMC contributed to acquisition of data; VC, DC, FDN, DS, AS, DT, and FO helped in analysis and interpretation of data; VC, DC, FDN, DS, DT, AS, FO, and AB contributed to writing, review, and/or revision of the manuscript; and FB supervised the study.

## Conflict of interest

The authors declare that they have no conflict of interest.

**The paper explained**

**Problem**

In the last 20 years, cancer treatment is significantly improved by the availability of drugs specifically targeting mutant oncogenes. However, the success of target therapies is usually dampened by the appearance of acquired resistance and disease relapse. More than half of melanomas are characterized by an activating BRAF mutation and transiently respond to BRAF^V600E^ inhibitors, but almost all patients develop resistance to these agents and subsequently relapse. Therefore, there is a cogent clinical need to design new strategies to control and delay the onset of resistance.

**Results**

The results of clinical trials using anti‐angiogenic regimens to restrain tumor progression have been somewhat disappointing. However, judicious inhibition of VEGF promotes vascular normalization and favors the delivery of small molecules to tumors. Therefore, a promising application of anti‐angiogenic drugs is their combination with other therapeutic strategies. We tested a combination of bevacizumab and the vemurafenib analog PLX4720, which target BRAF^V600E^, and observed *de novo* transcriptional profile that sustains decrease of tumor hypoxia, accumulation of antitumor macrophages, and reduction in cancer‐associated fibroblasts. These unexpected effects delayed the onset of resistance to PLX4720.

**Impact**

Our findings offer a new perspective for the management of clinical resistance to BRAF inhibitors. Furthermore, the observation that the association of BRAF inhibitors with bevacizumab elicits the recruitment of antitumor macrophages supports the concept of combining this strategy with immune‐based therapies.

## Supporting information

Appendix

Review Process File

Source Data for Figure 6

How the deposited data were processed for this re-analysis (not part of the article)

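Tumors of A375 cells grown in mice were measured on 11 MouseWG-6 v2.0 bead arrays, 3 each for vehicle, PLX4720 and bevacizumab and 2 for COMBO, as biological replicates. The authors deposited the non-normalized signal intensity of each probe as exported from GenomeStudio 2011.01, on a linear scale. The deposited detection p-value of each probe was computed by the authors' software from the negative control beads, and it was used to decide which probes lie above background. The authors also deposited normalized intensities made with the cubic spline method, which served here as an alternative after log2.

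The non-normalized signal was corrected for background and quantile-normalized with neqc of limma 3.58.1 in R 4.3.3, with an offset of 16 and the negative controls inferred from the detection p-values, and put on the log2 scale. The log2 values were therefore computed here and not by the authors. Probes were kept with a detection p under 0.05 on at least 1 array. Of 45281 probes, 34885 have 1 gene symbol, 18 have several and 10378 have none, and the latter groups were left out. Of the named probes, 34807 matched the gene table by identifier, with 0 symbols changed. The probe with the largest mean stands for its gene, which gave 10933 genes.

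A linear model with 1 mean per group was fitted to all arrays in limma with empirical Bayes moderation (7 residual and 5.01 prior degrees of freedom). The comparisons were each treatment with vehicle, COMBO with PLX4720, COMBO with the mean of the other groups, the non-additive effect of COMBO, and an F test over the 4 groups at an adjusted p of 0.1. All p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The threshold of the paper's methods, an absolute log2 fold change of at least 1 with an unadjusted p under 0.01, was applied as well. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01 and with an estimated correlation (statmod 1.5.0), and adjusted over 42 lists within a comparison. Arrays were clustered by average linkage.

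The samples, comparisons, gene lists, thresholds and alternatives were set before the data were examined, apart from the 2 alternatives on muscle signal, which were added after the data were seen. Genes are named where they have the largest changes among those past the adjusted p and separate between all arrays of the groups, where the paper names them, or as the largest members of a list. Genes outside this rule are named where a count was 5 or fewer, and were chosen after their values were seen.

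On data simulated with the real design, with 100 genes changed by 1 and 100 by 2 on the log2 scale, the adjusted test recovered 28% and 92% for PLX4720 against vehicle, 22% and 93% for bevacizumab, 17% and 94% for COMBO and 9% and 86% for COMBO against PLX4720, with 6, 4, 5 and 4 false calls. A simulated shift of -1 in the collagens was estimated at -1.11, with 0 other lists called, and the F test called 0 genes without a change. The simulated genes varied independently of each other. The simulation therefore cannot show how often lists whose members vary together are called falsely.

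The alternatives were the authors' normalized values, no background correction, median scaling, housekeeping scaling, cyclic loess, a stricter and no filter on detection, the mean of probes, only the groups compared, array weights, a replicate block, trended and robust moderation, other thresholds and tests, each array left out in turn, and the muscle signal as a covariate or its 3 highest arrays left out. The human arrays of the same tumors, quantitative PCR, staining and cytometry are not covered, and the pathway software's gene sets were not available.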

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

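The tests below on human RNA, scaling, fibroblasts, muscle tissue, mislabeling and COMBO replicate 1 were chosen after the results were seen, while those on PLX4720 replicate 1 and the regroupings were set earlier.

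Genes of skeletal muscle, which the paper does not discuss, lay far above the vehicle arrays: by 6.792 on the log2 scale in PLX4720 replicate 1, 4.197 in COMBO replicate 1 and 3.585 in bevacizumab replicate 2. Of 18 muscle genes, 17 had their highest value in PLX4720 replicate 1, a count that largely restates the high mean of the list there. Muscle tissue in that sample is a candidate explanation, which this count does not test. A mislabeled sample is argued against: over 669 genes that PLX4720 changed without that array, its lowest correlation with the other PLX4720 arrays was 0.5267 and its highest with another group -0.0747 (across genes, which are not independent replicates). Muscle next to the tumor and muscle within it were not separated.

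For 12 genes the effect of COMBO differed from the sum of the effects of PLX4720 and bevacizumab, a difference between groups tested in limma at an adjusted p under 0.05. The count was 0 without vehicle replicate 2 and 125 without PLX4720 replicate 2. Other probes of some of these genes disagreed, such as -0.26 for Gpat3 against 3.18 on the probe used.

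More genes fell than rose with PLX4720 at an adjusted p under 0.05 and at the methods' threshold, while more were higher than lower at an unadjusted p under 0.05. The share that fell was 58.07% in the authors' normalized values, 58.89% without background correction and 60.88% with cyclic loess, but 30.63% with housekeeping scaling and 4.18% with median scaling, which moved the median of all genes to 0.76. The majority thus stayed under 3 of 5 other scalings and turned under 2, and scaling between arrays is a candidate explanation of the split. Muscle in PLX4720 replicate 1 is argued against, since 71.34% of the calls fell without it. Human RNA binding mouse probes stays open: the odds that another probe of a gene that fell also fell were 2.504 times those of genes not called, and 3.20 times for genes that rose, a difference within its error. The other probes of genes that fell had a median log2 fold change of 0.02, against -1.48 on the probes used. For genes that rose these medians were 0.35 and 1.12. At an unadjusted p under 0.05 in limma, 144 of 631 other probes followed the fall and 77 went the other way. For genes that rose, 98 of 279 followed and 22 went the other way.

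Collagens were lower in COMBO than the mean of the other groups as a list, at the preset inter-gene correlation. The calls of this list and of the fibroblast markers were lost with an estimated correlation, and no single collagen passed the adjusted test. Muscle in COMBO replicate 1 as the only source is argued against, since the collagens' mean log2 fold change was -0.5592 without that array, which leaves 1 COMBO array. Fewer fibroblasts in the tumor may contribute, since 16 fibroblast markers that are not collagens had a mean of -0.8181 (standard error 0.165 across genes), beside -0.783 (0.126) for the collagens. The 13 of these markers that are on no matrix list had a mean of -0.857 (0.198). They still include matrix genes such as the microfibril protein Mfap5, so this mean does not exclude a lower output of matrix genes alone. A lower output of markers and collagens alike per fibroblast would lower both lists as well. The arrays do not separate this from fewer fibroblasts.

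Regroupings of the arrays gave the real grouping the highest count each time, 1 of 10 splits for each pairwise count. For PLX4720 and vehicle the real split called 1408 genes at the adjusted p and the highest other 2, and 1107 and 89 at the methods' threshold. For bevacizumab and vehicle the counts were 1 and 0, and 72 and 43. With 10 splits no share under 0.05 can be reached. For the 4 groups, 1 of 100 drawn groupings, the real one, called as many as 1128 genes, and the highest other called 795.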

How the results depend on the processing

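COMBO has 2 arrays, and without 1 of them the lone array is assumed to vary like the other groups. Signals near background limit genes that few arrays detect. For the 35 main results, printed below where they changed, 720 of 898 alternative values stayed (direction and side of the threshold, or a count within 1.5 times), 24 lost the threshold, 152 moved and 2 reversed. Over 1102 other results for single genes, 25448 of 27115 alternative values kept direction and side of the threshold, 851 lost it, 394 gained it, 420 moved with no call and 2 reversed. For 228 other list results the numbers were 5176 of 5847, 267, 128, 269 and 7. The arrays carry the same replicate numbers in each group, but these share only a number: same-number pairs correlated at -0.25 to 0.27, over 0.1 in 2 of 15, and the block moved no total beyond those below by over 1.5 times (genes passing with PLX4720 alone went from 885 to 926, for example, and with PLX4720 and bevacizumab from 21 to 28). A block by bead chip was not run, since the columns carry no chip barcodes, and the muscle list has no value with the muscle covariate. The 2 settings on muscle were added after the data were seen. In what follows, counts are genes, list values are mean log2 fold changes, "adjusted" is an adjusted p under 0.05 and "methods" the threshold of the methods. The cause was not tested for any of the values below, apart from fewer arrays or genes where a setting leaves them out.

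With the authors' normalized values: PLX4720 versus vehicle (methods) 682, bevacizumab versus vehicle (methods) 36, COMBO versus PLX4720 (adjusted) 1, non-additive effect of COMBO (adjusted) 1. No background correction: PLX4720 versus vehicle (methods) 398, bevacizumab versus vehicle (methods) 15, bevacizumab versus vehicle (adjusted) 0, COMBO versus vehicle (methods) 147, COMBO versus PLX4720 (adjusted) 33, COMBO versus all other groups (adjusted) 7, non-additive effect of COMBO (adjusted) 26, genes passing with COMBO alone 81. With median scaling: genes differing among the groups 5196, PLX4720 versus vehicle (methods) 3931, PLX4720 versus vehicle (adjusted) 5000, endothelial markers for PLX4720 versus vehicle 0.15, angiogenesis genes for PLX4720 versus vehicle 0.336, bevacizumab versus vehicle (methods) 30, bevacizumab versus vehicle (adjusted) 0, COMBO versus vehicle (adjusted) 22, COMBO versus PLX4720 (adjusted) 1674, COMBO versus all other groups (adjusted) 0, interleukins for COMBO versus all other groups -0.0229, non-additive effect of COMBO (adjusted) 4, genes passing with COMBO alone 80, melanocyte genes for PLX4720 versus vehicle 0.0638, Col18a1 for PLX4720 versus vehicle 0.0238, P4hb for PLX4720 versus vehicle 0.709, macrophage markers for COMBO versus PLX4720 -0.356, ribosomal genes for COMBO versus all other groups -0.212. With housekeeping scaling: genes differing among the groups 2235, PLX4720 versus vehicle (methods) 1799, PLX4720 versus vehicle (adjusted) 2648, angiogenesis genes for PLX4720 versus vehicle -0.209, bevacizumab versus vehicle (methods) 29, bevacizumab versus vehicle (adjusted) 0, COMBO versus vehicle (adjusted) 16, COMBO versus all other groups (adjusted) 0, non-additive effect of COMBO (adjusted) 0, genes passing with COMBO alone 114, ribosomal genes for COMBO versus all other groups -0.0691. With cyclic loess: bevacizumab versus vehicle (methods) 37, bevacizumab versus vehicle (adjusted) 0, COMBO versus vehicle (adjusted) 29, COMBO versus PLX4720 (adjusted) 2, COMBO versus all other groups (adjusted) 0, non-additive effect of COMBO (adjusted) 1. With detection p under 0.01 on at least 2 arrays: bevacizumab versus vehicle (adjusted) 0, chemokines for COMBO versus all other groups 0.00258. No filter on dim probes: bevacizumab versus vehicle (adjusted) 0, COMBO versus vehicle (adjusted) 31, COMBO versus PLX4720 (adjusted) 1, COMBO versus all other groups (adjusted) 0, non-additive effect of COMBO (adjusted) 2. With mean of probes: COMBO versus PLX4720 (adjusted) 5, non-additive effect of COMBO (adjusted) 0. Only the groups compared: PLX4720 versus vehicle (adjusted) 609, bevacizumab versus vehicle (adjusted) 0, COMBO versus vehicle (adjusted) 157, COMBO versus PLX4720 (adjusted) 0, genes passing with COMBO alone 371. With array weights: bevacizumab versus vehicle (adjusted) 2, COMBO versus vehicle (adjusted) 437, COMBO versus PLX4720 (adjusted) 26, COMBO versus all other groups (adjusted) 88, non-additive effect of COMBO (adjusted) 23. With replicate block: bevacizumab versus vehicle (adjusted) 0, COMBO versus vehicle (adjusted) 11, COMBO versus PLX4720 (adjusted) 3, COMBO versus all other groups (adjusted) 0. With trend and robust empirical Bayes: bevacizumab versus vehicle (adjusted) 0, COMBO versus PLX4720 (adjusted) 26, COMBO versus all other groups (adjusted) 11. With the one-way test of the methods: genes differing among the groups 559. With adjusted p under 0.05: genes differing among the groups 480. With adjusted p under 0.1: PLX4720 versus vehicle (adjusted) 2479, COMBO versus vehicle (adjusted) 129, COMBO versus PLX4720 (adjusted) 97, COMBO versus all other groups (adjusted) 23, non-additive effect of COMBO (adjusted) 37. With plain test of the 2 groups: PLX4720 versus vehicle (methods) 424, bevacizumab versus vehicle (methods) 32, COMBO versus vehicle (methods) 147. With an estimated inter-gene correlation: endothelial markers for PLX4720 versus vehicle -0.736 (adjusted p = 0.447), angiogenesis genes for PLX4720 versus vehicle -0.452 (adjusted p = 0.447), hypoxia and glycolysis genes for PLX4720 versus vehicle -0.895 (adjusted p = 0.447), endothelial markers for bevacizumab versus vehicle -0.557 (adjusted p = 0.172), angiogenesis genes for bevacizumab versus vehicle -0.406 (adjusted p = 0.172), collagens for COMBO versus vehicle -0.752 (adjusted p = 0.13), metalloproteinases for COMBO versus vehicle -0.688 (adjusted p = 0.145), endothelial markers for COMBO versus vehicle -1.25 (adjusted p = 0.0518), angiogenesis genes for COMBO versus vehicle -0.771 (adjusted p = 0.0518), macrophage markers for COMBO versus vehicle 0.629 (adjusted p = 0.13), interferon response genes for COMBO versus vehicle 1.08 (adjusted p = 0.156), hypoxia and glycolysis genes for COMBO versus vehicle -0.658 (adjusted p = 0.13), TGFβ response genes for COMBO versus vehicle -0.597 (adjusted p = 0.189), TNF and NF-kB response genes for COMBO versus vehicle 0.544 (adjusted p = 0.145), collagens for COMBO versus PLX4720 -0.871 (adjusted p = 0.481), collagens for COMBO versus all other groups -0.783 (adjusted p = 0.0741), collagen-modifying enzymes for COMBO versus all other groups -0.609 (adjusted p = 0.184), matrix glycoproteins for COMBO versus all other groups -0.675 (adjusted p = 0.164), fibroblast markers for COMBO versus all other groups -0.818 (adjusted p = 0.164), macrophage markers for COMBO versus all other groups 0.502 (adjusted p = 0.119), interferon response genes for COMBO versus all other groups 0.691 (adjusted p = 0.184), Toll-like receptors for COMBO versus all other groups 0.548 (adjusted p = 0.185). With 3 arrays with most muscle signal left out: genes differing among the groups 118, PLX4720 versus vehicle (adjusted) 352, bevacizumab versus vehicle (methods) 110, bevacizumab versus vehicle (adjusted) 0, COMBO versus vehicle (methods) 212, COMBO versus vehicle (adjusted) 0, COMBO versus PLX4720 (adjusted) 0, COMBO versus all other groups (adjusted) 0, non-additive effect of COMBO (adjusted) 0, genes passing with COMBO alone 115, T cell genes for COMBO versus PLX4720 -0.678. With muscle signal as a covariate: genes differing among the groups 510, PLX4720 versus vehicle (adjusted) 617, bevacizumab versus vehicle (adjusted) 0, COMBO versus vehicle (adjusted) 13, COMBO versus PLX4720 (adjusted) 32. With single arrays left out, the lowest and highest values were: genes differing among the groups 414 (without vehicle replicate 2) and 1291 (without PLX4720 replicate 3), PLX4720 versus vehicle (adjusted) 386 (without vehicle replicate 2) and 1529 (without bevacizumab replicate 1), bevacizumab versus vehicle (methods) 64 (without vehicle replicate 2) and 129 (without vehicle replicate 1), bevacizumab versus vehicle (adjusted) 0 (without vehicle replicate 1) and 2 (without PLX4720 replicate 2), COMBO versus vehicle (methods) 203 (without COMBO replicate 1) and 489 (without PLX4720 replicate 1), COMBO versus vehicle (adjusted) 0 (without COMBO replicate 1) and 75 (without PLX4720 replicate 3), COMBO versus PLX4720 (adjusted) 0 (without COMBO replicate 1) and 168 (without PLX4720 replicate 2), skeletal muscle genes for COMBO versus PLX4720 -1.91 (without PLX4720 replicate 2) and 1.72 (without PLX4720 replicate 1), COMBO versus all other groups (adjusted) 0 (without vehicle replicate 1) and 26 (without PLX4720 replicate 1), Toll-like receptors for COMBO versus all other groups 0.378 (without COMBO replicate 2) and 0.719 (without COMBO replicate 1), chemokines for COMBO versus all other groups -0.297 (without COMBO replicate 1) and 0.207 (without COMBO replicate 2), skeletal muscle genes for COMBO versus all other groups -0.311 (without COMBO replicate 1) and 2.93 (without COMBO replicate 2), non-additive effect of COMBO (adjusted) 0 (without vehicle replicate 2) and 125 (without PLX4720 replicate 2), genes passing with COMBO alone 95 (without COMBO replicate 1) and 301 (without PLX4720 replicate 1).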

Differences from the paper's values

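A count is said here to differ from the paper's where one is more than 1.5 times the other, so counts that do not differ can still be unequal.

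The paper reports 288 genes higher with PLX4720 than with vehicle, and 437 were found here at the same threshold. Of the alternatives set before the data were examined, 13 do not differ from the paper's value: the authors' normalized values (248), detection p under 0.01 on at least 2 arrays (407), no filter on dim probes (401), the mean of probes (328), only the groups compared (394), array weights (389), and without vehicle replicate 2 (308), vehicle replicate 3 (349), PLX4720 replicate 1 (291), bevacizumab replicate 2 (420), bevacizumab replicate 3 (424), COMBO replicate 1 (423) and COMBO replicate 2 (423). The other 11 differ.

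The paper shows about 9 genes passing with PLX4720 and bevacizumab in Fig 3B, read by eye, and 21 were found here. Of 23 alternatives, 6 do not differ: the authors' normalized values (9), median scaling (6), housekeeping scaling (6), cyclic loess (12), the mean of probes (11) and without vehicle replicate 2 (12). The other 17 differ.

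The paper shows about 11 genes passing with all 3 treatments in Fig 3B, read by eye, and 19 were found here. Of 23 alternatives, 7 do not differ: cyclic loess (13), detection p under 0.01 on at least 2 arrays (16), no filter on dim probes (16), the mean of probes (14), and without bevacizumab replicate 3 (16), COMBO replicate 1 (14) and COMBO replicate 2 (15). The other 16 differ.

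The paper states that the PLX4720 and COMBO arrays resemble each other. Clustering of centered values joined them here too, and the paper likewise clustered log2 ratios to each probe's average. Uncentered correlations are a different measure, so the values below do not contradict the paper's clustering. The mean correlation of uncentered signals over all genes was 0.910 between PLX4720 and COMBO, above 0.874 between PLX4720 and vehicle, 0.891 between PLX4720 and bevacizumab and 0.899 among the PLX4720 arrays themselves, and below 0.936 between bevacizumab and COMBO and 0.930 between vehicle and COMBO.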

Other observations

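Cytoplasmic ribosomal proteins, with relatives such as Rpl22l1, were higher with PLX4720: of 51 genes, 15 rose, 0 fell and 36 did not pass the test of single genes (23 higher and 0 lower when adjusted over the list alone), with a mean log2 fold change of 0.52 (adjusted p = 2.46e-05 from limma's camera, and adjusted p = 0.447 with an estimated correlation). Among them Rpl3l, the muscle form of Rpl3, was detected on 1 of 3 PLX4720 arrays and no vehicle array and was at least 2.52-fold higher (adjusted p = 0.253). Of 75 nuclear genes of the mitochondrial respiratory chain, its assembly and the ATP synthase, with the pseudogene Ndufs5-ps, 19 rose, 1 fell (Ndufab1) and 55 did not pass the test of single genes (31 higher and 1 lower when adjusted over the list alone), with a mean of 0.64 (adjusted p = 2.5e-06 from limma's camera, and adjusted p = 0.583 with an estimated correlation). Among these, Cox6a2 (log2 fold change 3.27), Cox8b (at least 3.23-fold higher) and Cox7a1 (at least 2.01-fold higher), the last 2 detected on 2 of 3 PLX4720 arrays and no vehicle array, are muscle forms of the chain's last enzyme. The muscle list had 2.83 in this comparison (adjusted p = 0.0282 from limma's camera, and adjusted p = 0.715 with an estimated correlation), 4.49 without PLX4720 replicate 2, and did not pass without PLX4720 replicate 1 (0.86), vehicle replicate 1 (2.65) or vehicle replicate 3 (2.61). Melanocyte genes, 6 in all, had -0.74 (adjusted p = 0.0157 from limma's camera, and adjusted p = 0.447 with an estimated correlation), or 0.06 with median scaling, and 0 rose, 3 fell (Gpnmb, Pmel, Slc45a2) and 3 did not pass the test of single genes (0 higher and 3 lower when adjusted over the list alone). Ndufab1 did not pass with PLX4720 without vehicle replicate 2 or 3, or PLX4720 replicate 1 (log2 fold change -0.76 to -0.86); Gpnmb without vehicle replicate 1 or 3, or PLX4720 replicate 1 or 2 (-1.12 to -1.40); Pmel when any array but bevacizumab replicate 1 or 2 was left out (-0.86 to -0.997). Cox6a2 passed with PLX4720 without PLX4720 replicate 2 (log2 fold change 4.73). Ndufab1 passed with PLX4720 in 17 of 25 other settings (4 of the 5 scalings among them) and Gpnmb in 16 (3). Pmel passed with PLX4720 in 7 of 24 other settings (3 of the 5 scalings among them) and Slc45a2 in 23 (5).

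Pericyte markers, 12 genes such as Mcam (-2.49, adjusted p = 0.0311), had a mean of -0.67 with COMBO against vehicle (adjusted p = 0.000161 from limma's camera, and adjusted p = 0.0885 with an estimated correlation), and 0 rose, 1 fell (Mcam) and 11 did not pass the test of single genes (0 higher and 4 lower when adjusted over the list alone). Whether human RNA on the mouse probes contributed to the value of Mcam was not tested. Lymphatic genes had -0.92 (adjusted p = 0.00998 from limma's camera, and adjusted p = 0.311 with an estimated correlation), but -0.25 without vehicle replicate 3, where the list did not pass, with Lyve1 at -1.56 (adjusted p = 0.357). Adipocyte genes had 1.43 (adjusted p = 0.002 from limma's camera, and adjusted p = 0.246 with an estimated correlation), or 0.95 without COMBO replicate 1, with Adipoq at 2.93, and the muscle list had 2.58 (adjusted p = 0.00174 from limma's camera, and adjusted p = 0.507 with an estimated correlation), 4.197 without COMBO replicate 2, but 0.96 without COMBO replicate 1, where it did not pass. Markers of macrophages of the M1 type had 0.83 (adjusted p = 5.42e-06 from limma's camera, and adjusted p = 0.13 with an estimated correlation), and 1 rose (Tlr2), 0 fell and 19 did not pass the test of single genes (6 higher and 0 lower when adjusted over the list alone), and those of the M2 type 0.36 (adjusted p = 0.103 from limma's camera, and adjusted p = 0.477 with an estimated correlation), which passed at 0.49 without COMBO replicate 1 and had 0.22 without COMBO replicate 2. In the direct comparison of COMBO with PLX4720 the M1 list did not pass. Its mean there was -0.02 with housekeeping scaling and -0.51 with median scaling, where the medians of all genes were -0.09 and -0.59. Against vehicle, complement genes had 0.53 with COMBO (adjusted p = 0.00201 from limma's camera, and adjusted p = 0.156 with an estimated correlation). With bevacizumab, neutrophil genes had 0.61 (adjusted p = 0.000211 from limma's camera, and adjusted p = 0.194 with an estimated correlation), and with COMBO -0.14 (adjusted p = 0.696 from limma's camera, and adjusted p = 0.845 with an estimated correlation), or -0.01 without COMBO replicate 1 and -0.27 without COMBO replicate 2. T cell genes had 0.62 with COMBO (adjusted p = 0.0757 from limma's camera, and adjusted p = 0.471 with an estimated correlation), but -0.04 without COMBO replicate 1 and 1.27, which passed, without COMBO replicate 2. Mcam did not pass with COMBO against vehicle without vehicle replicate 1, 2 or 3, bevacizumab replicate 3, or COMBO replicate 1 or 2 (log2 fold change -2.23 to -2.75); Tlr2 without vehicle replicate 2 or 3, or COMBO replicate 1 or 2 (1.65 to 1.82). Mcam passed with COMBO against vehicle in 16 of 25 other settings (5 of the 5 scalings among them) and Tlr2 in 18 (5).

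Mrc1, a mannose receptor of macrophages, rose with PLX4720 (log2 fold change 1.27, standard error 0.33, adjusted p = 0.0305) and had 0.68 with COMBO (adjusted p = 0.45). Acta2 had -0.37 with PLX4720 (adjusted p = 0.55), or 0.38 with median scaling. Hgf, a growth factor of fibroblasts, was at least 1.36-fold higher with COMBO than with vehicle (adjusted p = 0.194). Mrc1 did not pass with PLX4720 without vehicle replicate 1, 2 or 3, or PLX4720 replicate 1 or 3 (log2 fold change 1.02 to 1.41). Mrc1 passed with PLX4720 in 16 of 25 other settings (5 of the 5 scalings among them).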
